# *Saccharomyces cerevisiae* transcriptional reprograming due to bacterial contamination during industrial scale bioethanol production

**DOI:** 10.1186/s12934-015-0196-6

**Published:** 2015-01-30

**Authors:** Osmar V Carvalho-Netto, Marcelo F Carazzolle, Luciana S Mofatto, Paulo JPL Teixeira, Melline F Noronha, Luige AL Calderón, Piotr A Mieczkowski, Juan Lucas Argueso, Gonçalo AG Pereira

**Keywords:** *Saccharomyces cerevisiae*, Bioethanol, Co-aggregation, Transcriptome, RNA-seq

## Abstract

**Background:**

The bioethanol production system used in Brazil is based on the fermentation of sucrose from sugarcane feedstock by highly adapted strains of the yeast *Saccharomyces cerevisiae*. Bacterial contaminants present in the distillery environment often produce yeast-bacteria cellular co-aggregation particles that resemble yeast-yeast cell adhesion (flocculation). The formation of such particles is undesirable because it slows the fermentation kinetics and reduces the overall bioethanol yield.

**Results:**

In this study, we investigated the molecular physiology of one of the main *S. cerevisiae* strains used in Brazilian bioethanol production, PE-2, under two contrasting conditions: typical fermentation, when most yeast cells are in suspension, and co-aggregated fermentation. The transcriptional profile of PE-2 was assessed by RNA-seq during industrial scale fed-batch fermentation. Comparative analysis between the two conditions revealed transcriptional profiles that were differentiated primarily by a deep gene repression in the co-aggregated samples. The data also indicated that *Lactobacillus fermentum* was likely the main bacterial species responsible for cellular co-aggregation and for the high levels of organic acids detected in the samples.

**Conclusions:**

Here, we report the high-resolution gene expression profiling of strain PE-2 during industrial-scale fermentations and the transcriptional reprograming observed under co-aggregation conditions. This dataset constitutes an important resource that can provide support for further development of this key yeast biocatalyst.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12934-015-0196-6) contains supplementary material, which is available to authorized users.

## Background

Brazilian bioethanol is mainly produced from the fermentation of sugarcane juice and molasses by *Saccharomyces cerevisiae*. Yeast cells are added at the beginning of the production season and are recycled at the end of each fed-batch fermentation cycle, every 8 to 15 hours, for approximately 210 consecutive days. Because the feedstock is not completely sterilized prior to fermentation, microbial contaminants are continuously introduced to the distillery environment, resulting in a dynamic competition between the desired inoculated strain and wild yeast strains and bacteria [1-3].

PE-2 and CAT-1 are the most versatile and widely adopted *S. cerevisiae* strains used by Brazilian distilleries [1]. Previously, we described the genome structure of the JAY270 strain, a clonal isolate derived from a commercial PE-2 stock [4]. That study provided initial insights into the genetic mechanisms that underlie the strong performance of this strain as an industrial biocatalyst. JAY270 is a heterothallic diploid strain, and its genome is characterized by a high degree of heterozygosity. This intrinsic genetic diversity is likely a key factor in the extraordinary ability of PE-2 to thrive in the harsh environment found in industrial fermentation tanks. PE-2 typically persists for the whole production season as the dominant strain in the yeast population, stemming the proliferation of wild contaminant yeast strains.

Yeast flocculation is a phenotype derived from cell-cell adhesion controlled by a well-characterized pathway (*FLO* gene family members, and their transcriptional regulators). This pathway is activated in response to environmental cues including cell density, carbon and/or nitrogen sources, pH, temperature, oxygen, agitation, ethanol concentration, and the presence of cations (reviewed by [5,6]). Flocculation is undesirable during fed-batch bioethanol production because it impairs the centrifugation step required for cell recycling, and it also reduces the cell-substrate contact surface, thereby slowing fermentation kinetics and reducing yield [1,7].

Most strains used in sugarcane bioethanol production, including PE-2, are non-flocculant in pure culture. However, industrial-scale fermentations employing these strains occasionally exhibit flocculation-like features that cause significant productivity losses. In those cases, the flocculation-like phenotype is typically due to co-aggregation between yeast and bacterial contaminant cells [7,8], rather than conventional genetically determined yeast self flocculation. *Lactobacillus* species are the main bacterial contaminants found in sugarcane bioethanol production due to their ability to tolerate ethanol stress [8 - 11% (v/v)] and the anti-bacterial acid wash administered to the yeast cells prior to pitching each new batch (pH 2.0 – 3.0) [9]. *L. fermentum*, *L. vini* and *L. plantarum*, have been reported to be the main agents responsible for the co-aggregation of yeast cells [10,11]. The mannose-specific adhesin (Msa) found in *L. plantarum* and *L. fermentum* has been implicated in cell-cell interactions [12-14]. Hirayama *et al.* [15] examined co-aggregation in a panel of *S. cerevisiae* mutants with gene deletions of twelve mannan cell wall constituents. Among them, the *mnn2Δ* mutant strain lost the capacity to co-aggregate with *L. plantarum* cells. Mnn2p is a mannosyltransferase that transfers the first α-1,2-linked mannose to the mannan core structure to form a side chain that is subsequently extended by Mnn5p [16]. In the absence of Mnn2p, the mutant identified by Hirayama *et al.* [15] has an unbranched mannan chain that is incapable of linkage to the bacterial adhesin Msa.

Although *S. cerevisiae* is an acid-tolerant organism [17], exposure to high concentrations of organic acids produced by bacterial contaminants slows down the yeast metabolism and reduces fermentative fitness [18-20]. Narendranath *et al.* [21] reported that the synergism between lactic and acetic acids reduced the rates of yeast growth, glucose consumption, and ethanol production.

Although recent advances have been made in the characterization of the cellular pathways that contribute to the success of PE-2 as a bioethanol producer, such laboratory-based studies cannot accurately replicate the biotic and abiotic stresses encountered by this strain during industrial-scale fermentations [7,22]. To gain a better understanding of the molecular physiology of PE-2 under actual production conditions, we determined the gene expression profiles from cells collected directly from distilleries, and contrasted them to the transcriptional responses triggered by co-aggregation with bacterial contaminants. This dataset provides valuable information to support the genetic improvement of PE-2 and other bioethanol-producing strains, specifically, in the development of strategies to reduce or avoid co-aggregation in the presence of bacterial contaminants.

## Results and discussion

### Experimental dataset

Brazilian sugarcane bioethanol fermentation is characterized by a dynamic competition between high productivity industrial yeast strains and wild yeast and bacteria that contaminate the production process [1-3]. Early in the 2009 sugarcane harvest season (April), a pronounced flocculation-like phenotype was observed in the yeast population at a distillery in São Paulo state. Since the PE-2 yeast strain used as the initial inoculum is non-flocculant, the cell-cell adhesion observed was likely caused by co-aggregation between yeast cells and bacterial contaminants [7]. On that occasion, we collected samples directly from the fermentation tanks at seven time points of a single fed-batch cycle from this flocculated (FL) condition. The distillery’s operator initiated a combination of antibiotic and acid treatments to control the bacterial contamination and cellular co-aggregation. This treatment lasted for several weeks and was effective. By July, the culture had fully reverted to its original non-flocculated state (typical fermentation; TF), despite present similar number of bacteria (1 × 10^6^ CFU/mL). We then returned to the distillery and collected samples at six time points from the beginning to the end of a single disaggregated fed-batch cycle.

We isolated random yeast colonies from the FL and TF samples and genotyped them using PE-2 specific PCR markers recently developed by our group [2]. Despite the three-month interval between the collections, 95% of the yeast colony isolates from either flocculation condition matched the unique banding profile of the original PE-2 inoculum (data not shown). This result was consistent with the high degree of adaptation and persistence in long-term fed-batch sugarcane fermentation with cell recycling that is the hallmark feature of the PE-2 strain. It also reassured us that PE-2 was indeed the major yeast strain present in the microbial population, therefore allowing us to interpret the results of the transcriptomics studies presented below as a reflection of the molecular physiology of this particular strain.

### Alignment of RNA-seq reads and microbial identification

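The yeast samples came from industrial fed-batch fermentations of sugarcane substrate by PE-2, a heterozygous diploid bioethanol strain of S. cerevisiae. The FL samples were taken while the yeast cells were flocculated by co-aggregation with bacteria, and the TF samples were taken later, once the cells were disaggregated again. Each of the 13 RNA-seq libraries, 6 from TF and 7 from FL, represents 1 time point and was made from a pool of 3 biological replicates. The spread between biological replicates within a time point therefore could not be computed, and a ratio between 2 libraries has no replicate check. By Additional file 1, the TF samples were taken at 1, 4, 7, 10, 12 and 15 h and the FL samples at 3, 6, 9, 12, 15, 18 and 21 h. The axis of Fig. 3C instead places TF2, TF3 and TF4 at 3, 6 and 9 h. The authors aligned the 36-bp reads with SOAPaligner to S288c genes and 20 JAY291-specific genes, allowing up to 2 mismatches and discarding repeat reads. They counted the reads aligned to each gene and deposited RPKM values, that is, reads per kilobase of gene scaled to the reads aligned to all genes. The deposited values list 5887 genes in every library, of which 5878 were matched by identifier to the S. cerevisiae R64 annotation and 19 belong to the mitochondrial genome. At least 3 RPKM was reached by 5786 genes in at least 1 library and by 4777 genes in every library. From there, RPKM ratios between libraries were taken without further scaling, and the TFs vs. FLs comparison was fitted with limma on log2(RPKM + 1), with the time points in place of replicates as in the paper. Time points of one fermentation are not independent of one another, and each condition was a single fermentation. Because RPKM divides by the reads aligned to all genes, a rise of a few abundant genes lowers the RPKM of all others. The values were therefore also computed after median-of-ratios scaling, which sets the typical gene to the same level in every library. Because repeat reads were discarded, values of near-identical gene copies, such as FLO1, FLO5 and FLO9, are uncertain.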

The RNA-seq libraries from the six TF and seven FL samples were sequenced using Illumina technology (see Methods). Combined, they totaled approximately 330 million 36-bp single-end reads and approximately 11.9 Gb of sequence information. On average, approximately 76% of the reads from each sample aligned to reference *S. cerevisiae* genes and were interpreted as being derived from PE-2 transcripts (Methods and Additional file 1).

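The 13 libraries held 330 M reads by Additional file 1, and on average 75.6% of the reads of a library were mapped to genes. The mapped share was 63.2%, 57.8% and 53.0% in TF1, TF2 and TF3, where eukaryotic rRNA made up 13.7%, 15.0% and 13.3% of the reads. In the other 10 libraries, 74.7% to 85.2% of the reads were mapped and eukaryotic rRNA made up 0.80% to 3.70%. The depth behind the deposited RPKM values was recovered from the values themselves. In each library, RPKM multiplied by the coding length of the gene was a whole multiple of a fixed step, as whole reads give. Of the low values, those of up to 30 reads, 99.3% to 100% lay within 0.05 of a whole number. The step gave 13.8 to 20.5 M reads in the TF libraries (median 15.7 M), the same as the mapped reads in Additional file 1. For the FL libraries the step gave 15.7 to 16.0 M reads (median 15.8 M), which is 0.624 to 0.847 of the 18.6 to 25.3 M mapped reads in Additional file 1. The RPKM values of the FL libraries thus rest on fewer reads than were mapped. On a gene of 1 kb, 3 reads were worth 0.146 to 0.217 RPKM in the TF libraries and 0.187 to 0.191 RPKM in the FL libraries. This number of reads was chosen as the floor of detection. Reads made by PCR are not independent molecules, so this floor and the intervals given for ratios cover counting error only.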

The material used to prepare the sequencing libraries also included some non-mRNA molecules, which were also sequenced and generated reads. We took advantage of this feature of the data and mined it for sequences derived from the bacterial cells present in the fermentations. We performed rRNA identification through alignment of the RNA-Seq reads to the SILVA rRNA database [23]. An average of approximately 5% of the total reads were classified as ribosomal sequences, with 0.26% being assigned to a bacterial origin (Additional file 1). The bacterial read counts per taxon were calculated for the different taxonomic levels using the SILVA rRNA database. The family level distribution of the bacterial sequences detected in the two fermentation conditions sampled are shown in Figure 1A. Interestingly, TF and FL had a similar overall distribution of bacterial families. However, within the *Lactobacillaceae* family, most of the reads derived from the flocculated condition were assigned to a single species, *Lactobacillus fermentum* (~93%) (Figure 1B). In contrast, only 41% of the *Lactobacillaceae* reads belonged to this species in the typical fermentations. This observation was significant since *L. fermentum* has been reported to induce sedimentation in *S. cerevisiae* [9,10]. To evaluate in principle the ability of *L. fermentum* to induce co-agregation with PE-2, we isolated bacterial colonies from this species from our FL samples and confirmed their identity by 16S rDNA PCR and Sanger sequencing. These isolates were co-cultured with PE-2 under laboratory conditions and a comparable behavior to that observed at the distillery was observed (Figure 1C and D). The PE-2 yeast cells became co-aggregated and sedimented when co-cultured with greater than 1 × 10^5^ *L. fermentum* cells/mL. A representative scanning electron micrograph of PE-2 yeast and *L. fermentum* bacterial cells from these co-cultures under laboratory conditions is shown in Figure 1E.

**Figure 1:**
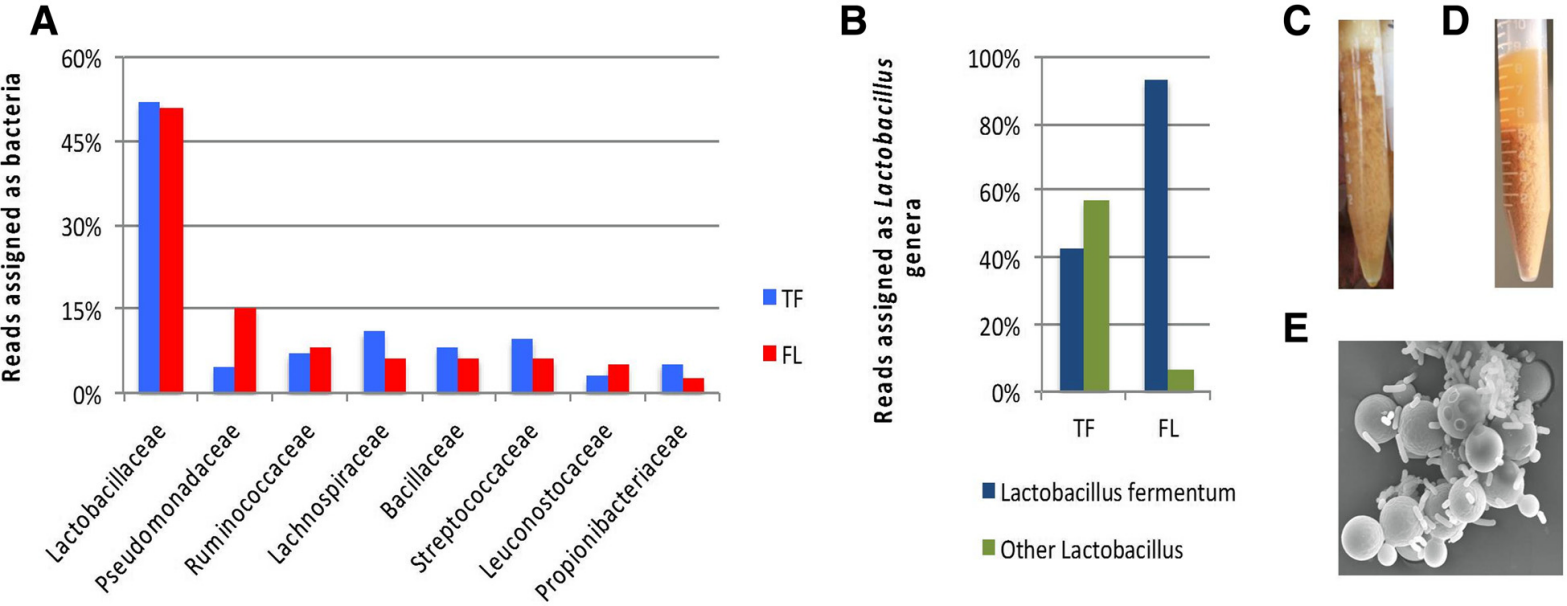
**Bacterial diversity during industrial fermentation. A**- Bacterial community represented by the family taxon level. The number of individuals from each family was obtained from the average number of reads identified for the time points of both conditions examined (TF – typical fermentation; FL – flocculated fermentation). **B**- The percentage of *L. fermentum* among the total *Lactobacillus* that were identified in the microbial community. The *Lactobacillaceae* family reads were subtracted from reads previously classified as bacteria in A. **C**- Picture taken at the time of sample collection in the plant. Flocs are under suspension due to high level of CO_2_ formed during fermentation. **D**- Illustration of flocculation assay at laboratory scale. **E**- Scanning electron micrograph showing co-aggregation between PE-2 yeast cells and *L. fermentum* at 5,000 times magnification. The image was captured after 30 hours of yeast and bacterium co-culture under laboratory conditions in **D**. Both microorganisms were isolated from the FL biological samples.

### Metabolite analysis

Analysis of the chemical composition of the collected samples revealed four significant differences in the kinetics of flocculated versus typical fermentation (Figure 2). Compared to the TF samples, the FL samples had (i) lower final ethanol titer, (ii) lower glycerol production, (iii) higher lactic and acetic acid concentrations, and (iv) slower rate of sucrose hydrolysis.

**Figure 2:**
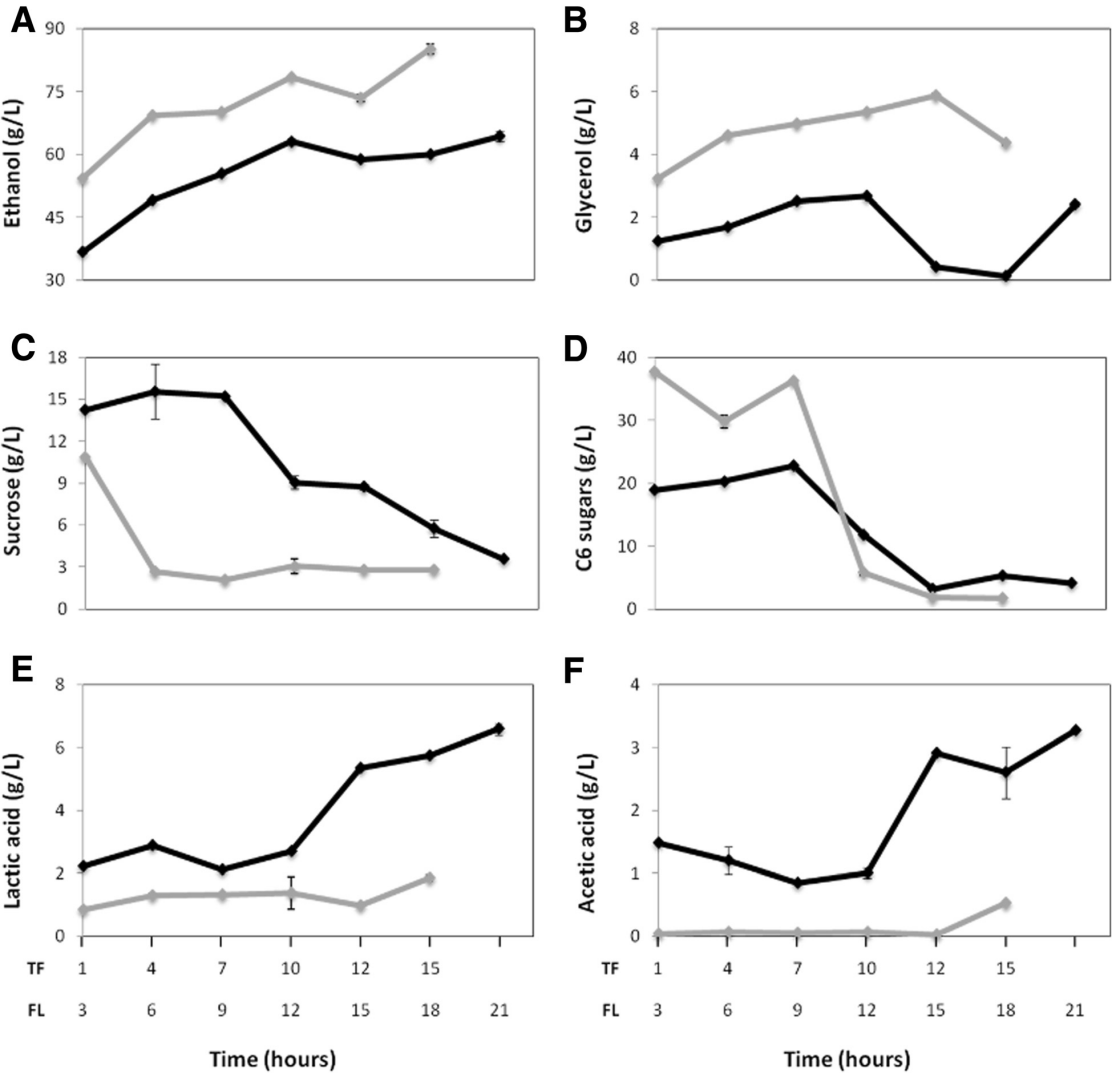
**Kinetics of production and consumption of major compounds examined during the fermentations.** Content in g/L of: **A**- ethanol; **B**- glycerol; **C**- sucrose; **D**- C6 sugars (glucose and fructose); **E**- lactic acid; and **F**- acetic acid. The compounds were measured with HPLC equipment using samples collected during the fermentations. FL - flocculated fermentation: black lines; TF - typical fermentation: gray lines. Standard deviation bars were obtained using three technical replicates for each time point. Please, note that the same time points between the two fermentation conditions (eg. FL3 vs. TF3) are not directly comparable in isolation, as they do not necessarily correspond to the same stage along each fermentation.

The fermentation batches took longer to complete in FL (21 hours) than in TF (15 hours), and the final ethanol content of the FL samples (64.4 g/L) was ~25% lower than that of the TF samples, although both had somewhat similar residual sugar levels (FL: 7.6 g/L; TF: 4.5 g/L).

Glycerol production by yeast cells is inversely associated with ethanol titer [1]; however, the production of a limited amount of glycerol is important to help maintain an optimal redox equilibrium and proper cellular osmoregulation [24,25]. One of the many desirable properties of PE-2 is its well-balanced production of glycerol, which is low enough to have high ethanol yield, but high enough to tolerate stress. Interestingly, TF samples had almost three times higher glycerol concentration (4.74 g/L) than FL, suggesting that the FL cells were metabolically imbalanced and thus were likely less tolerant to the stressful environment of industrial fermentation.

*Saccharomyces cerevisiae* strains do not produce high amounts of organic acids [17,26], therefore most organic acids detected during bioethanol production have been attributed to bacterial contaminants, primarily *Lactobacillus* [9,27]. Under laboratory conditions, PE-2 produces only 1.5 and 2.4 mg/L of lactic and acetic acids, respectively [18]. In our study, the final content of acetic and lactic acids was 6 and 3.5 fold higher, respectively, in FL relative to TF (Figure 2). Since the overall residual sugar contents were similar at the end of both fermentation conditions, the flow of the sugar feedstock must have been significantly altered in the FL fermentation condition, being diverted from the intended ethanol production by yeast to instead being misused by bacterial contaminants to produce organic acids.

Due to its prolonged duration and the low ethanol titer, we estimated that co-aggregated fermentation resulted in the loss of approximately 12 million liters of bioethanol during the three months that the distillery operated under this condition, underscoring the critical importance of this problem to the bioethanol industry.

### Differential gene expression analysis

The number of reads from the respective RNA-seq libraries that aligned to reference genes was used in the identification of differentially expressed (DE) genes between the time courses of the two fermentation conditions, as well as within each of the two conditions (Table 1). 

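A gene was counted as DE between 2 libraries when its RPKM ratio was at least 2 with at least 3 RPKM in the higher library. Compared with TF1, 323 genes were DE in TF2, 996 in TF3, 1511 in TF4, 1622 in TF5 and 2411 in TF6. Compared with FL1, 365 genes were DE in FL2, 687 in FL3, 1854 in FL4, 3422 in FL5, 3525 in FL6 and 3741 in FL7. In both fermentations each later time point differed from the first by more genes than the one before it. Over these and the comparisons between fermentations, 42 counts of all, down-regulated and up-regulated genes were set beside the paper's in Table 1, and the counts obtained here were 0.909 to 1.09 times the paper's. Both rest on the same libraries and ratio cutoff, and the floor was chosen with the paper's lists of DE genes in view. Their closeness is therefore not an independent check. Scaling of the libraries changed several of these counts. With median-of-ratios scaling, 2801 genes were DE in FL7 compared with FL1, and 337 in FL1 compared with TF1, where 620 were found without it.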

Time points TF1 and FL1 were used as references. Gene expression comparisons between fermentations (Table 1, C- Comparative) were performed by comparing time points from early phases of fermentation (*e.g.* TF1 vs. FL1) and late stages (*e.g.* TF6 vs. FL7). Moreover, we performed a global analysis using all TF libraries versus all FL libraries (TFs vs. FLs) to examine the cumulative effect of all time points for each fermentation condition. DE genes were obtained from the global analysis using gene expression averages from the six time-points of TF compared with the seven time-points of FL, with a p-value cutoff of 0.01 (Table 1). 

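The ratio of the mean RPKM of the 7 FL libraries to that of the 6 TF libraries was at least 2 in either direction for 359 genes, of which 249 were down-regulated and 110 up-regulated in FL. The paper's counts are 390, 274 and 116. With median-of-ratios scaling, 516 genes passed, of which 240 were down-regulated and 276 up-regulated, so the direction of the majority reversed. When the means were replaced by median RPKM, 656 genes passed, and when TF1, TF2 and TF3 were left out, 562 did. A ratio of means takes no account of the spread between time points. With limma on log2(RPKM + 1), 12 of 5786 genes had an adjusted p under 0.05 and a fold change of at least 2, of which 8 were down-regulated and 4 up-regulated in FL, and 709 genes had an unadjusted p under 0.05. With median-of-ratios scaling limma gave 21 genes, 20 of them down-regulated and 1 up-regulated. The largest changes among the 12 were those of THI2 (log2 fold change -2.48, SE 0.352, adjusted p = 0.0232), CWP1 (-2.47, SE 0.474, adjusted p = 0.0499) and TDA8 (-2.37, SE 0.45, adjusted p = 0.0488) downwards. Upwards they were RMA1 (1.70, SE 0.309, adjusted p = 0.0416), SUR2 (1.46, SE 0.272, adjusted p = 0.0467) and SGO1 (1.37, SE 0.248, adjusted p = 0.0416). At the cutoffs of the paper, an unadjusted p under 0.01 and a fold change of at least 2, limma found 137 genes. With the progress of the fermentation (time divided by the time of the last sample) as a covariate, 90 genes passed the adjusted threshold. The adjusted p-values given for single genes in TFs vs. FLs come from the fit without this covariate. That fit leaves the change along the fermentation in the spread, so a gene that did not pass is not shown to be unchanged.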

The complete RNA-seq data are available at the Gene Expression Omnibus (http://www.ncbi.nlm.nih.gov/geo) under accession number [GSE41834] (Additional file 1), and the lists of DE genes are shown in Additional files 2, 3 and 4.

**Table 1:** **Differentially expressed genes during industrial bioethanol fermentation under two distinct conditions**

**A- Typical fermentation**	**DE genes**	**Down-regulated genes**	**Up-regulated genes**
TF1 vs. TF2	305	165	140
TF1 vs. TF3	989	577	412
TF1 vs. TF4	1506	554	952
TF1 vs. TF5	1609	581	1028
TF1 vs. TF6	2396	1588	808
**B- Flocculated fermentation**			
FL1 vs. FL2	353	261	92
FL1 vs. FL3	679	518	161
FL1 vs. FL4	1847	1278	569
FL1 vs. FL5	3412	2882	530
FL1 vs. FL6	3518	3034	484
FL1 vs. FL7	3735	3263	472
**C- Comparative**			
TF1 vs. FL1	603	95	508
TF6 vs. FL7	1473	1255	218
TFs vs. FLs	390	274	116

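The p-values of the paper came from DEGseq on read counts and were not recomputed. An exact two-sided binomial test on the reads recovered from the RPKM values took their place for pairs of libraries. A test on the reads of 2 libraries compares those libraries, not the conditions. Of the 3741 genes past the ratio of 2 in FL1 vs. FL7, 3718 also had a binomial p under 0.01. In TF6 vs. FL7 this was so for 1518 of 1544 genes, in TF1 vs. FL1 for 601 of 620, and in TF1 vs. TF2, the comparison with the fewest DE genes, for 305 of 323. At this depth the ratio therefore set the number of DE genes in each of the pairwise comparisons, and the p-value of this test removed few. The test counts reads made by PCR as independent, so it covers counting error only.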

Genes were considered differentially expressed (DE) if they had an expression ratio ≥2 or ≤ -2 and a p < 0.01. Down-regulated genes included TF1 (A), FL1 (B) and TF1, TF6 and TFs (C). 

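Of the DE genes in FL1 vs. FL5, FL1 vs. FL6 and FL1 vs. FL7, 2890 (84.5%), 3037 (86.2%) and 3266 (87.3%) were down-regulated at the later time point. The 95% Wilson interval was 83.2% to 85.6% in FL1 vs. FL5 and 86.2% to 88.3% in FL1 vs. FL7. A Wilson interval here takes the DE genes as independent and holds neither replicate error nor the effect of scaling. In TF the share was 52.9% in TF1 vs. TF2, 36.9% in TF1 vs. TF4 and 66.3% in TF1 vs. TF6. Of the 1544 DE genes in TF6 vs. FL7, 1313 (85.0%, interval 83.2% to 86.7%) were down-regulated in FL7. These shares depended on the scaling. With median-of-ratios scaling, the down-regulated share was 49.8%, 49.6% and 48.7% in FL1 vs. FL5, FL6 and FL7, 49.0% in TF1 vs. TF6 and 50.3% in TF6 vs. FL7. It rose to 69.6% in TF1 vs. TF2 and to 55.6% in TF1 vs. TF4. Scaling of this kind removes a shift common to most genes, whatever its cause.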

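At the first time points, 526 of the 620 DE genes were up-regulated in FL1 compared with TF1, and 94 (15.2%, 95% Wilson interval 12.6% to 18.2%) were down-regulated. With median-of-ratios scaling, 129 of 337 genes were up-regulated and 61.7% were down-regulated, so the direction of the majority reversed. In TF6 vs. FL7, 231 genes were up-regulated in FL7 without scaling and 608 with it. Within the fermentations, 152 genes were up-regulated in TF2, 414 in TF3, 954 in TF4, 1039 in TF5 and 813 in TF6. In FL the number was 95 in FL2, 164 in FL3 and 571 in FL4, and then 532, 488 and 475 in FL5, FL6 and FL7.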

Up-regulated genes included TF2-TF6 (A), FL2-FL7 (B) and FL1, FL7 and FLs (C).

Despite the lower content of ethanol obtained in the two conditions, glycolysis-related genes were not differentially expressed between them. 

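For the 17 genes of glycolysis from hexokinase to pyruvate kinase, no gene had an adjusted p under 0.05 in TFs vs. FLs with limma, without progress as a covariate. The smallest was that of ENO1, with 14267 ± 2155 RPKM (SD, n = 6 time points) in TF and 29560 ± 9151 RPKM (SD, n = 7) in FL (log2 fold change 1.01, SE 0.229, adjusted p = 0.0979). By the ratio of means, ENO1 was up-regulated in FL (2.07) and PYK2 was down-regulated (0.491), and the other 15 genes stayed under a factor of 2. Over all 17 genes the median log2 ratio was 0.42, with 13 genes higher in FL. It lay at the 99.2th percentile of 10000 random gene lists of the same size and matched expression. Such a percentile describes these libraries and is not a test on replicates. The matching used 20 expression bins, so a very abundant gene such as TDH1 was matched mainly to genes of lower expression. The 50 highest genes held 48.2% of the reads in TF6 and 56.5% in FL7. The percentiles of the glycolysis genes may therefore reflect their abundance in part. With median-of-ratios scaling the median was 0.56, at the 94.8th percentile. At the first time point, HXK2 reached a ratio of 2.00 (269 RPKM in FL1 and 135 RPKM in TF1) and the other 16 genes did not. At the end, 3 genes were up-regulated in FL7 compared with TF6, namely PGK1 (ratio 2.42), ENO1 (3.15) and ENO2 (2.31), and 2 were down-regulated, HXK2 (0.385) and PYK2 (0.172). There the median log2 ratio was 0.55 (percentile 99.55). With scaling it was 1.01 (percentile 99.55), with 9 of the 17 genes at least 2 times higher in FL7 and 1 at least 2 times lower. The change along the fermentation differed between FL and TF in the limma interaction, on the log2 scale from start to end, for ENO1 (1.57, SE 0.525, adjusted p = 0.0437) and PYK2 (-3.64, SE 0.92, adjusted p = 0.018). Neither interaction was tested with scaling. The ratio of PGK1 rests on its 8388 RPKM in TF6, which was between 17568 and 26616 RPKM in TF1 to TF5. The ENO and TDH genes are close paralogs, so their values are uncertain where reads could match more than 1 copy.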

Curiously, the sucrose-hydrolyzing gene, *SUC2*, was up-regulated by a factor of 4 in the TF condition. Furthermore, the expression of *SUC2* in the TF condition increased three-fold when the addition of sugarcane extract stopped (TF3) and the level of C6 sugars (glucose and fructose) was reduced from 36 g/L to 6 g/L. Figure 3 shows the transcriptional profile of *SUC2*, described by the RPKM metric and sucrose concentration, as a function of fermentation time for the FL (3B) and TF (3C) conditions. This rapid activation of *SUC2* expression appears to be important for the prompt stress response to nutrient limitation (*i.e.* C6 sugars) during fermentation [28]. However, *SUC2* expression in the FL samples decreased seven-fold during the process. This pattern could be partially explained by the presence of sucrose in the FL samples during the entire fermentation process (Figure 2C), which would have provided a continuous supply of C6 sugars to the cells and might have thus caused *SUC2* repression [29]. 

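SUC2 (YIL162W), which encodes invertase, lies on chromosome IX of R64 from 37385 to 38983. Its expression was 352 ± 224 RPKM (SD, n = 6 time points) in TF and 86.2 ± 64.9 RPKM (SD, n = 7) in FL, a ratio of means of 4.08. In an exact two-sided permutation test over the 1716 splits of the 13 libraries, the difference in mean log2(RPKM + 1) had p = 0.00408. Time points of a fermentation are not independent, so this p describes the sampled libraries only. In limma, where the test is adjusted over 5786 genes, the log2 fold change in FL was -2.02 (SE 0.457, adjusted p = 0.0979), which did not pass 0.05. The ratio was 4.29 with median-of-ratios scaling and 3.10 when SUC2 was divided by ACT1 in the same library. The highest FL value, 226 RPKM in FL1, was above the TF values of TF2, TF3 and TF4, so the conditions overlapped.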

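SUC2 RPKM in TF was 332 in TF1, 199.9 in TF2, 121 in TF3, 217 in TF4, 549 in TF5 and 693 in TF6, from 2703 reads in TF3 to 17496 reads in TF6. From TF3 to TF4 it rose by a factor of 1.80 (95% Clopper-Pearson interval 1.72 to 1.88, counting error only), and from TF3 to TF6 by a factor of 5.75 (5.52 to 5.99). With median-of-ratios scaling these factors were 1.45 and 6.84, and relative to ACT1 they were 1.85 and 6.16. The lowest value was in TF3 and the highest in TF6 as deposited, and no replicate check is possible for single time points.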

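SUC2 RPKM in FL was 226 in FL1, 85.5 in FL2, 88.8 in FL3, 71.1 in FL4, 49.0 in FL5, 47.4 in FL6 and 35.6 in FL7. The ratio of FL1 to FL7 was 6.36 (95% Clopper-Pearson interval 5.93 to 6.82 from 5672 and 910 reads). Most of the decrease took place between FL1 and FL2. The ratio of FL1 to FL7 was 2.75 with median-of-ratios scaling and 4.07 relative to ACT1. The change of SUC2 along the fermentation differed between FL and TF in limma, with an interaction of -4.12 on the log2 scale from the start to the end of a fermentation (SE 1.01, adjusted p = 0.0156). This interaction was not tested for SUC2 with scaling, under which 245 genes passed it instead of 1335.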

The reduced surface contact between yeast cells and the medium due to cell-cell adhesion in FL could be associated with this distinct pattern of sucrose consumption. Therefore, we can reason that one of the causes of the longer time required for the FL fermentation could be the down-regulation of *SUC2*, leading to a low availability of fermentable sugars.

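At the first time point SUC2 was at 332 RPKM in TF1 and 226 RPKM in FL1, a ratio of 1.47. At the last it was at 693 RPKM in TF6 and 35.6 RPKM in FL7, a ratio of 19.5. The paper sets the rise in TF beside the end of the feeding with sugarcane extract and the fall of C6 sugars. For the fall in FL it proposes the sucrose present throughout that fermentation as a partial explanation, through repression of SUC2 by C6 sugars. It also proposes that reduced contact of the adhering cells with the medium could be tied to the course of sucrose consumption. On this basis the paper reasons that the down-regulation of SUC2 could be one of the causes of the longer FL fermentation, by leaving fewer fermentable sugars.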

**Figure 3:**
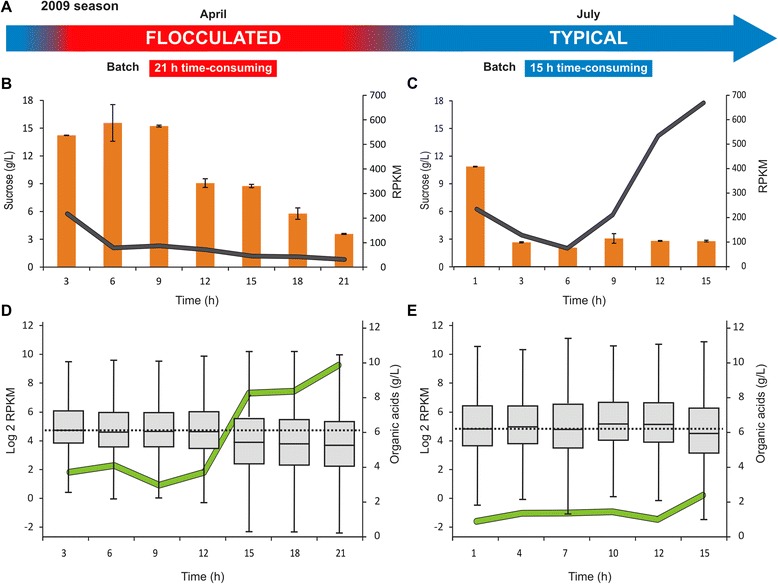
**Global gene expression distribution and its correlation with the content of organic acids. A**- Schematic representation of the fermentation conditions found at the Nova América distillery during the 2009 season. **B** and **C**- Transcriptional profile of *SUC2* gene described by RPKM metric (black lines) and sucrose concentration (orange bars) in function of fermentation time for FL **(B)** and TF **(C)** conditions. **D** and **E**- Boxplot of the log2 RPKM for the flocculated **(D)** and typical **(E)** fermentations. Dotted lines represent the median gene expression value of the samples. The concentration of organic acids (green line) was obtained by the sum of the lactic and acetic acid contents identified for each time-point.

Although *S. cerevisiae* is a vigorous and acid-tolerant fermentative organism [17], high concentrations of organic acids with a low pH and high concentration of ethanol reduce its metabolic rate [18-20]. We determined the pH for the FL and TF samples and obtained comparable measurements ranging from pH 3.8 to pH 4.3. As shown in Figure 3D, the overall levels of gene expression decreased when the organic acid content reached values greater than 4 g/L in the FL samples, suggesting that organic acids produce strong gene repression in the yeast cells. 

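The median log2 RPKM over the genes with more than 0 RPKM was 4.89, 4.67, 4.72 and 4.72 in FL1 to FL4 and 3.96, 3.87 and 3.75 in FL5 to FL7, the time points where the paper reports more than 4 g/L of organic acids. The mean was 4.75 ± 0.10 (SD, n = 4) before and 3.86 ± 0.11 (SD, n = 3) after, a difference of 0.89. All 4 earlier libraries lay above all 3 later ones, and the exact two-sided permutation test gave p = 0.0286, the smallest p that the 35 splits allow. A steady fall along the fermentation would also place all earlier libraries above all later ones. The p therefore does not tell a change at this cut from such a fall. The cut was taken from the paper, which describes the decrease there. In TF the median was 4.44, 4.58, 4.41, 4.76, 4.75 and 4.17 in TF1 to TF6, so TF6 was also below the other TF libraries. In limma on log2(RPKM + 1), 2880 of 5786 genes differed between FL1 to FL4 and FL5 to FL7 at an adjusted p under 0.05 and a fold change of at least 2, of which 2582 were lower in FL5 to FL7 and 298 higher. With each library left out in turn, between 2606 and 3107 genes passed. RPKM is a share of the aligned reads, so a lower median means that fewer of the reads fell on the typical gene. The 50 genes with the highest RPKM held 39.2% of the reads in FL1 and 47.5% in FL4, and 52.7%, 54.6% and 56.5% in FL5, FL6 and FL7. When the 50 highest genes of each library were left out and the rest rescaled to the same total, the difference in the median was 0.68. With median-of-ratios scaling, which sets the typical gene to the same level, 1762 genes differed, with 723 lower and 1039 higher in FL5 to FL7. Organic acid content and time rose together along the single FL fermentation and cannot be separated in these samples. From the lower expression at the time points with more organic acid, the paper proposes that organic acids produce strong gene repression in the yeast cells.

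**Figure D1:**
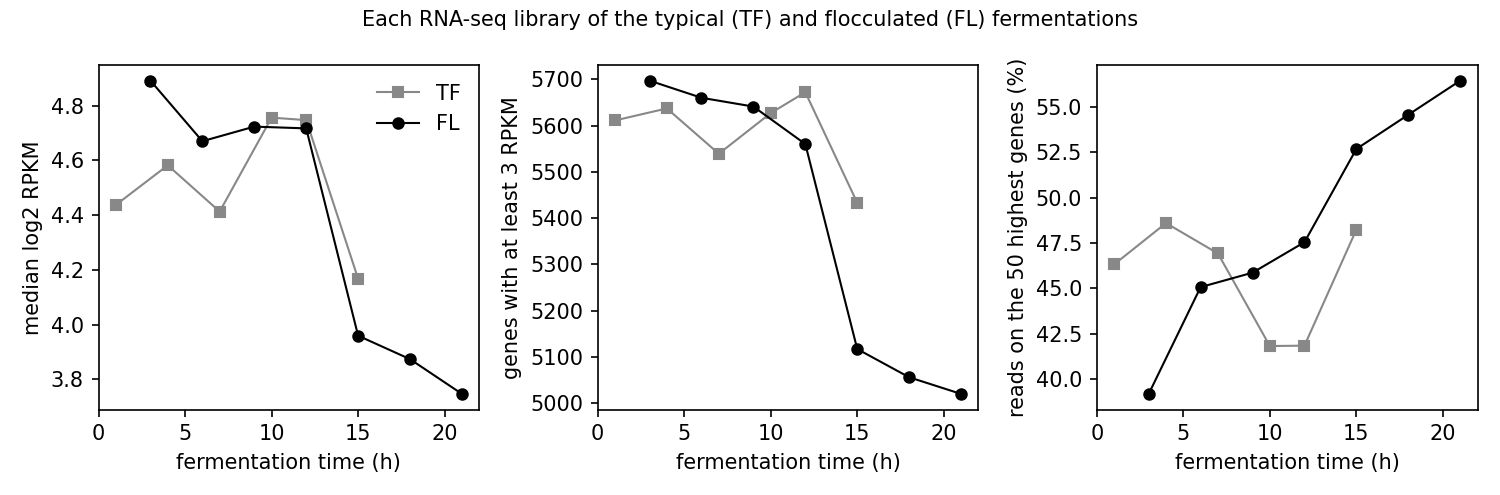
Median log2 RPKM, number of genes with at least 3 RPKM, and percent of reads on the 50 genes with the highest RPKM, each against fermentation time in hours, with 1 point per library for TF and FL. FL5, FL6 and FL7 have the lowest medians (3.96, 3.87 and 3.75), the fewest expressed genes (5117, 5056 and 5020) and the largest share of reads on the 50 highest genes (52.7%, 54.6% and 56.5%).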

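At a threshold of 3 RPKM, 5697, 5660, 5641 and 5560 genes were expressed in FL1 to FL4 and 5117, 5056 and 5020 in FL5 to FL7. The mean was 5640 ± 57.9 (SD, n = 4) before and 5064 ± 49.0 (SD, n = 3) after, a difference of 575 genes (exact two-sided permutation test, p = 0.0286, the smallest p that 35 splits allow). As for the median, this p does not tell a change at this cut from a steady fall with time. In TF the number was between 5433 in TF6 and 5672 in TF5. The size of the difference depended on the threshold, at 127 genes for 1 RPKM and 1022 genes for 5 RPKM. It was 196 genes at 3 RPKM once the 50 highest genes of each library were left out and the rest rescaled to the same total, which raises the RPKM of the remaining genes.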

In this case, fewer genes were expressed and at lower levels compared with the previous time-points. At the low pH of fermentative conditions, the organic acids produced by contaminating bacteria exist primarily in their undissociated state [30]. Such undissociated organic acids present in the substrate diffuse across the cell membrane and dissociate in the cytoplasm, generating protons that lower the intracellular pH and inhibit many metabolic functions [31]. Moreover, this dissociation produces charged anions that can in turn produce free radicals, leading to severe oxidative stress [31]. Narendranath *et al.* [21] reported a negative synergist effect between lactic and acetic acids when concentrations of organic acids are present in the medium at 0.5% (w/v) and 0.04% (w/v), respectively. This combination inhibited the cellular growth rate and decreased the rates of glucose consumption and ethanol production.

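The 6 genes of Fig. 4A (MUC1, FLO5, FLO8, FLO9, FLO10 and PHD1) all had a lower mean RPKM in FL than in TF, with ratios of FL to TF from 0.437 for FLO9 to 0.966 for FLO8. FLO5 (YHR211W, chromosome VIII of R64 from 525392 to 528619) was at 38.8 ± 4.27 RPKM (SD, n = 6 time points) in TF and 20.9 ± 12.0 RPKM (SD, n = 7) in FL. PHD1 (YKL043W, chromosome XI from 356748 to 357848) was at 190 ± 65.8 RPKM in TF and 104 ± 66.8 RPKM in FL. In limma none of the 6 genes had an adjusted p under 0.05 in TFs vs. FLs, and the smallest, that of FLO9, was 0.134. In TF1 vs. FL1, FLO10 was up-regulated (ratio 2.02, 5.7 RPKM in TF1 and 11.6 RPKM in FL1, but a log2 ratio of 0.51 with median-of-ratios scaling, under a factor of 2) and the other 5 genes were not DE. In TF6 vs. FL7, PHD1, FLO9, FLO5, MUC1 and FLO10 were lower in FL7, by factors of 9.00, 6.46, 6.35, 5.73 and 4.17, and FLO8 was higher (ratio 1.75, and a log2 ratio of 1.15 with median-of-ratios scaling, past a factor of 2). The ratio of FLO8 rests on its 5.09 RPKM in TF6, against 11.3 to 15.9 RPKM in TF1 to TF5. With median-of-ratios scaling the mean of FLO8 was slightly higher in FL (log2 ratio 0.05), and the other 5 genes stayed lower. In the limma interaction of condition with progress (log2 scale, start to end), 5 of the 6 genes changed more negatively along FL than along TF, namely PHD1 (-4.64, adjusted p = 0.00591), MUC1 (-2.96, adjusted p = 0.0143), FLO10 (-2.93, adjusted p = 0.0119), FLO5 (-2.74, adjusted p = 0.012) and FLO9 (-1.95, adjusted p = 0.0288), and FLO8 did not pass (-0.71, adjusted p = 0.438). Among all genes, 1276 of the 1335 that passed this interaction were more negative in FL, and with median-of-ratios scaling 94 of 245. Single genes were not tested for it with scaling. A shift common to most genes may therefore account for part of these changes. FLO5 and FLO9 share sequence with one another and with FLO1, so their values are uncertain. From the lack of up-regulation of these genes in FL, the paper concludes that the co-aggregation was not due to genetic control by the yeast.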

Genes related to flocculation (*MUC1, FLO5, FLO8, FLO9, FLO10* and *PHD1*) were not found to be up-regulated in the FL samples (Figure 4A). This result confirmed that the observed cellular co-aggregation was not due to yeast genetic control. 

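The 6 gene groups of Fig. 4 were compared between the fermentations by the median log2 ratio of FL to TF of their genes, and set beside 10000 random gene lists of the same size and matched expression. At the end of fermentation (TF6 vs. FL7) the median was -2.33 for the flocculation genes, -1.79 for the cell wall genes and -1.93 for the thiamine genes, and 1.47 for the H+-ATPase genes, 1.72 for the Haa1p targets and 0.84 for the methionine and glutathione genes. The range that held the middle 95% of the random lists ran from -1.05 to 0.17 for the flocculation genes and from -1.06 to 0.37 for the Haa1p targets. All 6 groups lay outside this range, with and without median-of-ratios scaling. With scaling the medians were -1.98, -1.34, -1.49, 1.93, 2.18 and 1.30 in the same order. At the start (TF1 vs. FL1), the medians of the cell wall genes (-0.58, percentile 0.02) and the thiamine genes (-0.27, percentile 0) lay below the random lists. Those of the other 4 groups did not stand apart, at percentiles of 34.9 for the flocculation genes, 35.1 for the H+-ATPase genes, 91.2 for the Haa1p targets and 76.4 for the methionine and glutathione genes. Genes are not replicates, so these percentiles describe the libraries. The genes were named in the paper, partly because they were DE, and the comparison with random lists does not remove that choice. The paper measured organic acids at each time point, but these contents were not set beside the gene groups here. The comparisons therefore give the differences between the fermentations but not their relation to acid content.

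**Figure D2:**
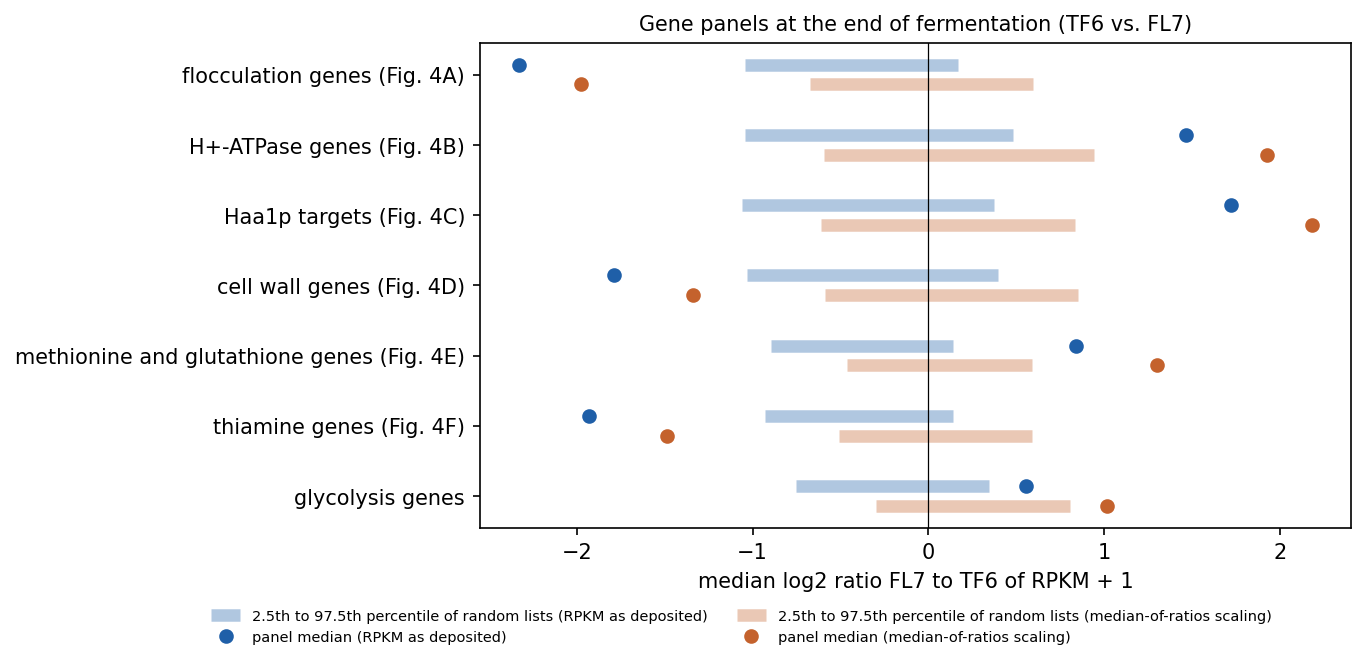
Median log2 ratio of FL7 to TF6 for the 6 gene groups of Fig. 4 and the glycolysis genes (points), with RPKM as deposited and after median-of-ratios scaling, and the range of the middle 95% of the medians of 10000 matched random gene lists (bars). The flocculation, cell wall and thiamine genes lie below the bars and the H+-ATPase, Haa1p target, methionine and glutathione, and glycolysis genes above them in both cases.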

We observed that the main transcriptional differences between the FL and TF conditions were related to content variations in the concentrations of organic acids present in the medium. 

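PMA1 (YGL008C), the gene of the major plasma membrane H+-ATPase, lies on chromosome VII of R64 from 479910 to 482666. It was at 4474 RPKM in TF1 (170304 reads) and 4093 RPKM in FL1 (177102 reads), a ratio of FL1 to TF1 of 0.915 (95% Clopper-Pearson interval 0.909 to 0.921, counting error only). The ratio stayed under a factor of 2 under each scaling, at 0.676 with median-of-ratios scaling, 1.27 relative to ACT1 and 1.21 with scaling to all reads of a library, which was chosen after the values were seen. Its direction changed with the last 2. The first libraries were not taken at the same hour, TF1 at 1 h and FL1 at 3 h. In TF2, taken at 4 h, PMA1 was at 1966 RPKM. The ratio therefore does not show that PMA1 was at the same level at the same hour. None of the other 5 genes of Fig. 4B was DE in TF1 vs. FL1, with ratios from 0.801 for PMP2 to 1.35 for PMP1.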

The major plasma membrane H^+^-ATPase, encoded by *PMA1* [32], was not differentially expressed between samples at the beginning of fermentation (TF1 vs. FL1). However, we verified a two-fold *PMA1* induction in flocculated fermentations at the last time point. 

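PMA1 was at 654 RPKM in TF6 (28464 reads) and 1343 RPKM in FL7 (59276 reads), a ratio of 2.06 (95% Clopper-Pearson interval 2.03 to 2.08). The ratio was 2.83 with median-of-ratios scaling and 3.64 relative to ACT1. It was 1.92, under a factor of 2, with scaling to all reads of a library, which was chosen after the values were seen. PMA1 fell along both fermentations, from 4474 to 654 RPKM in TF and from 4093 to 1343 RPKM in FL. Between the first and the last libraries the decrease was thus smaller in FL. Over all time points the change along the fermentation did not pass as different in the limma interaction (0.895 on the log2 scale, SE 0.576, adjusted p = 0.2215). Over all time points PMA1 was at 1754 ± 1419 RPKM (SD, n = 6) in TF and 2857 ± 1103 RPKM (SD, n = 7) in FL (limma, adjusted p = 0.391). These SDs include the fall along the fermentations, which a fit of 2 groups does not take into account. After the first time point, PMA1 was at 1966, 1578, 836, 1017 and 654 RPKM in TF2 to TF6 and at 4283, 3436, 2563, 2123, 2158 and 1343 RPKM in FL2 to FL7.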

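AST1 was at 7.6 RPKM in TF6 and 67.5 RPKM in FL7, a ratio of 8.93. The ratio of FL7 to TF6 was 3.80 for PMP1, 2.32 for PMP2 and 3.31 for HRK1, which rose from 179 RPKM in TF6 to 593 RPKM in FL7. In TF1 vs. FL1 the ratios of these 4 genes lay between 0.801 and 1.35, so none was DE. With median-of-ratios scaling the ratio of AST1 and that of HRK1 in TF1 vs. FL1 fell below 1 (log2 ratios -0.17 and -0.06), and all 4 genes remained more than 2 times higher in FL7 than in TF6. Over all time points, AST1 and HRK1 had a ratio of means of at least 2 (2.17 and 3.21) and PMP1 and PMP2 did not (1.39 and 1.46). None of the 4 genes had an adjusted p under 0.05 in limma. The change along the fermentation differed between FL and TF for AST1 (log2 interaction 2.94, adjusted p = 0.0304) and PMP2 (2.07, adjusted p = 0.0316).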

Pma1p-related genes, *AST1* (targeting factor to plasma membrane), *PMP1, PMP2* and *HRK1* (regulatory elements), had similar expression patterns (Figure 4B). These data show that the mechanism used to pump out protons to regulate cytoplasmic pH is up-regulated in the FL cells. This stress response, however, consumes excessive ATP and may cause an inhibitory action by energy depletion [31].

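The 6th gene of Fig. 4B, PMA2 (YPL036W), which encodes the minor H+-ATPase, changed in the other direction. It was at 109 RPKM in TF6 and 37.4 RPKM in FL7, 2.90 times lower in FL7, and its mean was 265 ± 188 RPKM (SD, n = 6) in TF and 98.3 ± 57.0 RPKM (SD, n = 7) in FL. In TF6 vs. FL7, 5 of the 6 genes of the group were up-regulated and 1 down-regulated, with a median log2 ratio of 1.47 at the 99.99th percentile of matched random gene lists. From the higher PMA1 and related genes at the last time point, the paper concludes that the mechanism that pumps out protons was up-regulated in the FL cells.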

**Figure 4:**
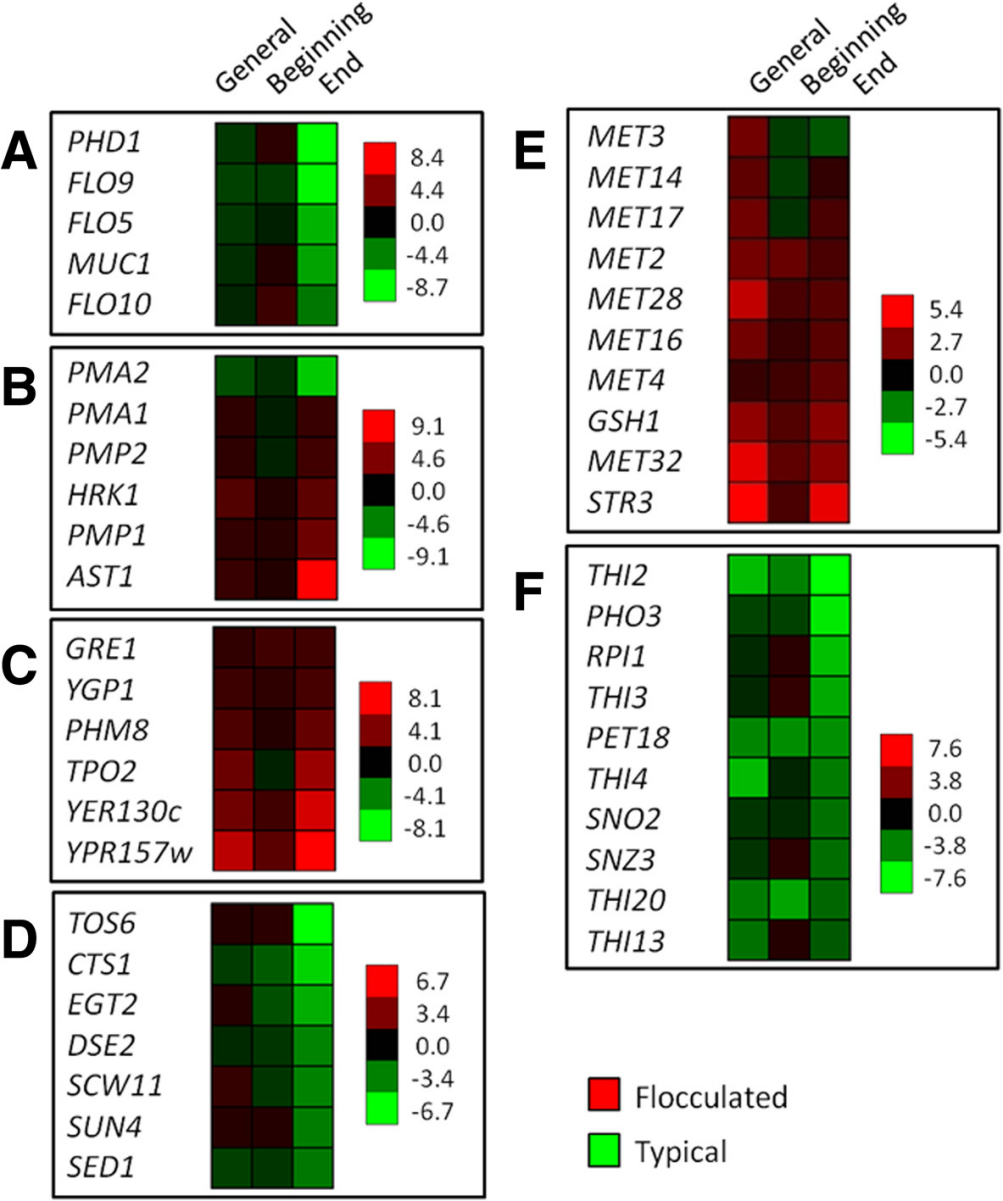
**Gene expression comparisons between typical and flocculated fermentations. A**- FLO genes and flocculation activators; **B**- Plasma membrane H^+^-ATPase (*PMA1*) and related genes; **C**- Haa1p target genes; **D**- Cell wall components; **E**- Methionine- and glutathione-related genes; **F**- Thiamine metabolic process genes. Differentially expressed (DE) genes were defined as those with a fold change ≥2 or ≥ -2 and a p-value <0.01. Negative values were obtained for the TF samples, and positive values were obtained for the FL samples. General analysis (TFs vs. FLs) was performed using six time-points for the TF samples and seven time-points for the FL samples. The beginning of fermentation is denoted as TF1 and FL1, and the end of fermentation is denoted as TF6 and FL7. The software Expander6 was used for the gene clustering image drawn using the end of fermentation as a reference.

Previous studies have shown that the main transcriptional responses of *S. cerevisiae* in the presence of weak acids (lactic and acetic) are related to cell wall components, membrane-associated transport processes and iron homeostasis [19,33,34]. The *HAA1* transcription factor and Haa1p-regulated genes have been reported to be up-regulated in response to lactic and acetic acids [34-37]. 

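All 7 genes were at least 2 times higher in FL7 than in TF6. The ratios were 7.99 for YPR157w, 6.77 for YER130c, 4.56 for TPO2, 3.31 for HRK1, 3.23 for PHM8, 2.28 for YGP1 and 2.12 for GRE1. TPO2 was at 411 RPKM in TF6 and 1873 RPKM in FL7, and YGP1, the most abundant, at 10150 and 23154 RPKM. The median log2 ratio of 1.72 lay above all 10000 matched random gene lists (percentile 100), and it was 2.18 with median-of-ratios scaling, under which all 7 genes were also at least 2 times higher. The paper names these 7 as the Haa1p targets that it found up-regulated in FL7 compared with TF6. Their direction and their place above the random lists therefore follow largely from that choice. In TF1 vs. FL1 only YPR157w was up-regulated (ratio 2.72), and with scaling 3 of the 7 genes were lower in FL1. Within FL, each of the 7 genes rose between FL1 to FL4 and FL5 to FL7, with limma log2 fold changes from 1.68 for YGP1 (SE 0.339, adjusted p = 0.00237) to 2.58 for GRE1 (SE 0.472, adjusted p = 0.00146). In TF, GRE1 (ratio 12.4), YGP1, PHM8, YPR157w and HRK1 were also at least 2 times higher in TF6 than in TF1. TPO2 and YER130c were not. The limma interaction of condition with progress passed for TPO2, PHM8 and YER130c (adjusted p = 0.036, 0.032 and 0.027). It did not pass for YPR157w, YGP1, HRK1 and GRE1 (adjusted p = 0.058, 0.069, 0.076 and 0.78). Over all time points 6 genes passed the ratio of means of 2, and none had an adjusted p under 0.05 in TFs vs. FLs.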

Among the Haa1p target genes, we observed the up-regulation of *TPO2*, *YGP1*, *PHM8*, *GRE1*, *YPR157w*, *YER130c* and *HRK1* in the FL7 sample compared with TF6 (Figure 4C). However, we did not observe differences in the expression of *HAA1* itself between fermentations, suggesting a co-regulation of those seven genes by distinct transcription factors [36].

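HAA1 (YPR008W, chromosome XVI of R64 from 573018 to 575102) was at 42.6 ± 12.5 RPKM (SD, n = 6 time points) in TF and 35.8 ± 13.6 RPKM (SD, n = 7) in FL, a log2 fold change of -0.29 (SE 0.291, adjusted p = 0.688, limma). The ratio of FL to TF was 1.15 at the first time points and 0.642 at the last. Within FL, HAA1 was lower in FL5 to FL7 than in FL1 to FL4 (log2 fold change -1.08, SE 0.152, adjusted p = 0.000444), where its targets were higher. The median log2 RPKM of all genes fell by 0.89 between the same time points. From the unchanged HAA1, the paper proposes that the 7 genes are co-regulated by distinct transcription factors.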

During FL, cell wall-related genes changed their expression dramatically compared with TF. 

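All 7 cell wall genes of Fig. 4D were down-regulated in FL7 compared with TF6, and none had a ratio of means of at least 2 over all time points. The median log2 ratio of the group in TFs vs. FLs was -0.01, at the 58.7th percentile of matched random gene lists, and in limma the smallest adjusted p was 0.256, for SED1. The expression of most of these genes in FL depended on time. SCW11 was at 33.8, 77.2, 152.9 and 61.0 RPKM in FL1 to FL4 and at 5.8, 5.1 and 5.8 RPKM in FL5 to FL7 (limma, log2 fold change -3.44, SE 0.428, adjusted p = 0.00028). EGT2 had 218 RPKM in FL3 and 6.7 RPKM in FL7. SED1 was the exception, with a log2 fold change of -0.25 between the same groups (SE 0.222, adjusted p = 0.341). It was at 49212 RPKM in TF6, the highest value of TF, and at 15505 RPKM in FL7, below all 6 TF libraries, of which TF1 was the lowest (22761 RPKM).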

Kawahata *et al.* [19] reported that the depleted expression of the cell wall components *SED1*, *DSE2*, *CTS1*, *EGT2*, *SCW11*, *SUN4* and *TOS6* increased the resistance of *S. cerevisiae* to lactic acid. 

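The ratio of TF6 to FL7 was 6.46 for TOS6, 5.50 for CTS1, 4.53 for EGT2, 3.51 for DSE2, 3.50 for SCW11, 3.24 for SUN4 and 3.17 for SED1. CTS1 (YLR286C, chromosome XII of R64 from 708448 to 710136) was at 620 RPKM in TF6 and 113 RPKM in FL7. The median log2 ratio of FL7 to TF6 was -1.79, at the 0.01th percentile of 10000 matched random gene lists, and -1.34 with median-of-ratios scaling, under which all 7 genes remained at least 2 times lower. At the start, 6 of 7 genes had a lower RPKM in FL1 than in TF1, with a median log2 ratio of -0.58 at percentile 0.02, and CTS1 and EGT2 were more than 2 times lower. TOS6 was the exception (ratio 1.09), and with scaling it was also lower in FL1. In between, SCW11, EGT2, DSE2, SUN4 and CTS1 were higher in FL2, FL3 and FL4 than in TF2, TF3 and TF4 of the same number, as for EGT2 with 110, 218 and 93.2 RPKM in FL and 56.6, 70.7 and 58.6 RPKM in TF. For CTS1 the values were 284, 590 and 376 RPKM in FL and 166, 573 and 286 RPKM in TF, close to one another in FL3 and TF3. The paper notes that time points with the same number need not be at the same stage of the 2 fermentations. The ratios compare single libraries and have no replicate check.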

Here, the PE-2 strain used the same mechanism for FL, down-regulating these seven genes by a factor of 3- to 6.8-fold in response to the organic acid concentrations at the end of the FL time course (Figure 4D).

To validate the RNA-seq data, 15 genes were assessed by RT-qPCR, for a total of 60 pairwise comparisons. 

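The RNA-seq ratios of the 15 genes were computed for the 4 comparisons that were assessed by RT-qPCR. The RT-qPCR values were not used here. Between TF1 and TF4, 6 of the 15 genes changed by a factor of at least 2, with 4 up-regulated and 2 down-regulated. Between TF1 and TF6, 7 genes did (4 up and 3 down), between FL1 and FL4, 7 genes (4 up and 3 down), and between FL1 and FL7, 11 genes (6 up and 5 down). The log2 ratios ran from -2.42 for PMA1 to 2.71 for ALD4 in TF1 vs. TF4, from -2.78 for PMA1 to 2.73 for ALD4 in TF1 vs. TF6, from -3.82 for HXK2 to 3.02 for ALD4 in FL1 vs. FL4, and from -3.26 for HXK2 to 3.05 for YLR257w in FL1 vs. FL7. The smallest range belonged to UBC6, whose log2 RPKM varied by 0.20 in TF and 0.69 in FL. RT-qPCR values were relative to an endogenous gene, and RPKM values are relative to all aligned reads. When RPKM was divided by that of the endogenous gene of the paper, ACT1 in TF and YNL134c in FL, 8 genes changed by a factor of at least 2 between FL1 and FL7 (2 up and 6 down), and the median log2 ratio went from 0.53 to -0.20. With median-of-ratios scaling 12 genes did (9 up and 3 down), and the median was 1.74. SSA1 and HSC82 have close paralogs, so their RPKM is uncertain.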

The total expression trends of the time-points analyzed were 87% similar between the different techniques, with correlation values of R^2^ = 0.7604 and R^2^ = 0.7951 for the FL and TF samples, respectively (Additional file 5).

### Gene ontology of DE genes

Gene ontology (GO) analyses were performed to identify functional signatures in gene expression using the DE genes between fermentation conditions (TF1 vs. FL1; TF6 vs. FL7; TFs vs. FLs). 

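The genes that the paper names for these terms and draws in Fig. 4E and F were compared as 2 groups of 10. By the ratio of mean RPKM in TFs vs. FLs, 8 of the 10 methionine and glutathione genes were up-regulated in FL and none was down-regulated. Of the 10 thiamine genes, 6 were down-regulated in FL and none was up-regulated. The median log2 ratio was 1.28 for the methionine and glutathione genes (percentile 100 of 10000 matched random gene lists) and -1.24 for the thiamine genes (percentile 0). The paper took these genes from terms enriched among its DE genes between the fermentations. Their place beside random lists therefore follows in part from that choice. With median-of-ratios scaling the medians were 1.44 and -1.28, so the scaling of the libraries did not change either direction. The GO enrichment itself was not recomputed.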

Two enriched GO terms were particularly meaningful in the context of industrial fermentations: cellular amino acid and vitamin metabolic processes (Additional file 6).

For the FL samples, several genes assigned as “cellular amino acid metabolic process” (*MET2*, *MET3*, *MET4*, *MET14*, *MET16*, *MET17*, *MET28*, *MET32*, *STR3* and *GSH1*) are involved mainly in the methionine (MET) and glutathione (GSH) biosynthesis pathways (Figure 4E). 

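The mean RPKM in FL was higher than in TF for all 10 genes, with ratios from 1.29 for MET4 to 5.80 for STR3. The ratio was 4.91 for MET32, 4.19 for MET28, 3.23 for GSH1, 2.52 for MET2, 2.42 for MET16, 2.32 for MET3, 2.26 for MET17 and 2.00 for MET14, which fell just short of the factor of 2. GSH1 (YJL101C), on chromosome X of R64 from 234320 to 236356, was at 62.7 ± 10.1 RPKM (SD, n = 6 time points) in TF and 202 ± 130 RPKM (SD, n = 7) in FL. In limma its log2 fold change was 1.44 (SE 0.364, adjusted p = 0.141), and no gene of the group reached an adjusted p of 0.05, the closest being MET32 (1.92, SE 0.427, adjusted p = 0.0925). This fit of 2 groups does not take the change along the fermentation into account. For GSH1 the lowest value in FL, 87.2 RPKM, was above the highest in TF, 77.1 RPKM. In the other genes of the group the ranges of TF and FL overlapped. The spread within FL was wide. GSH1 was at 92.9 RPKM in FL1, 228 in FL2, 87.2 in FL3, 391 in FL5 and 146 in FL7. FL2 had the highest values of MET3 (389 RPKM), MET14 (295 RPKM), MET17 (1696 RPKM), MET2 (179.9 RPKM) and MET16 (122 RPKM), and the FL means of MET3, MET14 and MET17 rest in large part on that library.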

GSH has an important role in the protection of *S. cerevisiae* against oxidative stress [38,39]. The first, and rate-limiting, step in the GSH biosynthetic pathway occurs when *GSH1* catalyzes the conjugation of glutamate and cysteine (reviewed in [40]). Because methionine is involved in cysteine biosynthesis, the expression profile of the *MET* genes has a direct effect on GSH biosynthesis by supplying cysteine to the pathway [41]. Moreover, the transcription factors for Met4p and Met32p, which are required expression of *MET* biosynthetic genes, are also essential for *GSH1* expression by cadmium-mediated regulation [42]. 

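At the first time points, MET2 was up-regulated in FL1 (ratio 2.08) and the other 9 genes of Fig. 4E were not DE. With median-of-ratios scaling, no gene of the group reached a factor of 2 in TF1 vs. FL1, and 8 of the 10 were at least 2 times higher in FL7 than in TF6. At the last time points, STR3 (ratio 4.86), MET32 (2.85), GSH1 (2.83) and MET4 (2.08) were up-regulated in FL7 compared with TF6, 5 other genes had ratios from 1.09 to 1.83, and MET3 was lower in FL7 (0.563). For the group, the median log2 ratio was 0.84 in TF6 vs. FL7, at the 99.99th percentile of matched random gene lists. No interval from replicates can be given for these ratios. From the up-regulation of MET and GSH genes, and the role of glutathione in protection against oxidative stress, the paper proposes that the FL cells were under oxidative stress, and gives reactive oxygen species triggered by lactic and acetic acids as the most likely origin.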

The MET- and GSH-related gene expression profiles (up-regulated at FL) suggest that the yeast cells in the FL samples were under oxidative stress, most likely due to the formation of intracellular reactive oxygen species triggered by lactic [43] and acetic [44] acids.

Genes involved in the vitamin-related metabolic process were identified prominently up-regulated in the TF samples. 

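In TFs vs. FLs, THI2 was the gene with the largest log2 fold change among the 12 genes past the limma threshold. THI2 (YBR240C), on chromosome II of R64 from 700490 to 701842, was at 72.1 ± 24.2 RPKM (SD, n = 6 time points) in TF and 13.0 ± 6.71 RPKM (SD, n = 7) in FL, with a log2 fold change of -2.48 in FL (SE 0.352, adjusted p = 0.0232). Its lowest value in TF, 45.1 RPKM, was above its highest value in FL, 19.8 RPKM. PET18 (85.0 ± 38.5 RPKM in TF, 21.5 ± 5.61 RPKM in FL, log2 fold change -1.85, SE 0.282, adjusted p = 0.0232) and THI20 (94.1 ± 37.9 and 25.1 ± 11.3 RPKM, log2 fold change -1.89, SE 0.346, adjusted p = 0.0416) passed the same threshold. These 3 genes were also down-regulated in both TF1 vs. FL1 (THI2 ratio of TF1 to FL1 3.97, PET18 4.65, THI20 5.23) and TF6 vs. FL7.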

Interestingly, most of the genes identified (*e.g.*, *PET18*, *PHO3*, *RPI1*, *THI2*, *THI3*, *THI4*, *THI13*, *THI20*, *SNO2* and *SNZ3*) participate in thiamine (vitamin B1) metabolic processes (Figure 4F). 

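All 10 genes of Fig. 4F had a higher mean RPKM in TF than in FL. The ratio of TF to FL was 5.53 for THI2, 5.19 for THI4, 3.95 for PET18, 3.75 for THI20, 2.93 for THI13 and 2.14 for PHO3, and it was under 2 for SNO2 (1.68), SNZ3 (1.58), RPI1 (1.23) and THI3 (1.17). In TF6 vs. FL7 all 10 genes were down-regulated in FL7, with ratios of TF6 to FL7 from 2.36 for THI13 to 7.95 for THI2. With median-of-ratios scaling 9 of the 10 were. The median log2 ratio of FL7 to TF6 was -1.93, below all 10000 matched random gene lists. At the start of fermentation only THI2, PET18 and THI20 were down-regulated in FL1, and RPI1, THI3, SNZ3 and THI13 were higher in FL1 than in TF1, by less than a factor of 2. Of these 4, RPI1, SNZ3 and THI13 were lower in FL1 after scaling, and PHO3 was then also at least 2 times lower in FL1 (log2 ratio -1.27). THI4 varied most within TF, from 37.0 RPKM in TF1 to 1557 RPKM in TF3, with a mean of 570 ± 563 RPKM (SD, n = 6). THI13, SNO2, SNZ3 and PHO3 belong to families of near-identical genes, and THI13 did not exceed 35.6 RPKM, so their values are uncertain.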

The *SNO/SNZ* genes are required for vitamin B1 and B6 biosynthesis and also have a role in oxidative stress tolerance [45-47]. Moreover, under laboratory conditions, bioethanol strains carrying amplifications of these genes have been shown to be less sensitive to fluctuation in the vitamin B levels when cultured in a medium with a high sugar concentration [48], and these genes have been suggested to be important for adaptive growth in an industrial process [4,48]. Our transcriptional data is consistent with those reports and underscores the importance of thiamine genes for the adaptation of the PE-2 strain to sugarcane bioethanol production.

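SNO2 was at 46.5 RPKM on average in TF and 27.7 RPKM in FL, and SNZ3 at 64.9 and 41.1 RPKM. Both were lower in FL5 to FL7 than in FL1 to FL4 (limma, log2 fold change -1.76, SE 0.166 for SNO2 and -1.56, SE 0.298 for SNZ3). The change along the fermentation differed between FL and TF for SNZ3 (log2 interaction -2.17, adjusted p = 0.0301), RPI1 (-3.45, adjusted p = 0.0182) and THI3 (-3.24, adjusted p = 0.0073), while for SNO2 the adjusted p was 0.0619. These interactions were not tested with median-of-ratios scaling, which removes a shift common to most genes. The paper sets the higher thiamine genes in TF beside reports on bioethanol strains with amplified SNO and SNZ genes, and from this concludes that thiamine genes are important for the adaptation of PE-2 to bioethanol production.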

### Differential allelic expression

Sequencing analysis of the PE-2 genome revealed that this strain is highly heterozygous [4]. We took advantage of the high number of PE-2 sequences generated by the RNA-seq reads (~9 Gb) to identify differences in allelic expression during the different fermentations. Differential allelic expression (DAE) at a threshold of 2-fold between alleles was used for a case of DAE to be called (*i.e.*, more than 66% of the reads aligned to a specific gene came from a single allele). When the coding region had more than one heterozygous SNP, DAE was determined accounting for the cumulative imbalance for all the phased SNPs across the entire gene.

Our initial analysis identified 195 candidate DAE genes that were found in both TF and FL conditions (Additional file 7; TF and FL). Interestingly, 140 of those genes were located at consecutive positions on the right arm of Chr13, between *FAR8* (*YMR029c*) and the right telomere (*TEL13R*), and all of them had reads that were essentially derived from only one allele (Figure 5A). This striking pattern suggested that a Chr13 region of approximately 600 kb was homozygous in the PE-2 strain present at the time in the distillery, likely due to a mitotic recombination event leading to loss of heterozygosity (LOH). To confirm this homozygous pattern in the industrial isolates, we designed primers to partially amplify the *RCE1* (YMR274c) locus, which contains a heterozygous SNP (A/G) in the JAY270/PE-2 strain at position 874 within a recognition site for the *Mbo*I restriction endonuclease. *RCE1* sequences were amplified from PE-2 cells isolated from the industrial fermentations as well as from the JAY270/PE-2 heterozygous diploid and from the S288c isogenic strain FY23 (uncut allele). The *Mbo*I digestions of the PCR products confirmed that the PE-2 cells isolated from industrial tanks were indeed homozygous for *RCE1*, while a heterozygous pattern was observed for JAY270 (Figure 5B).

**Figure 5:**
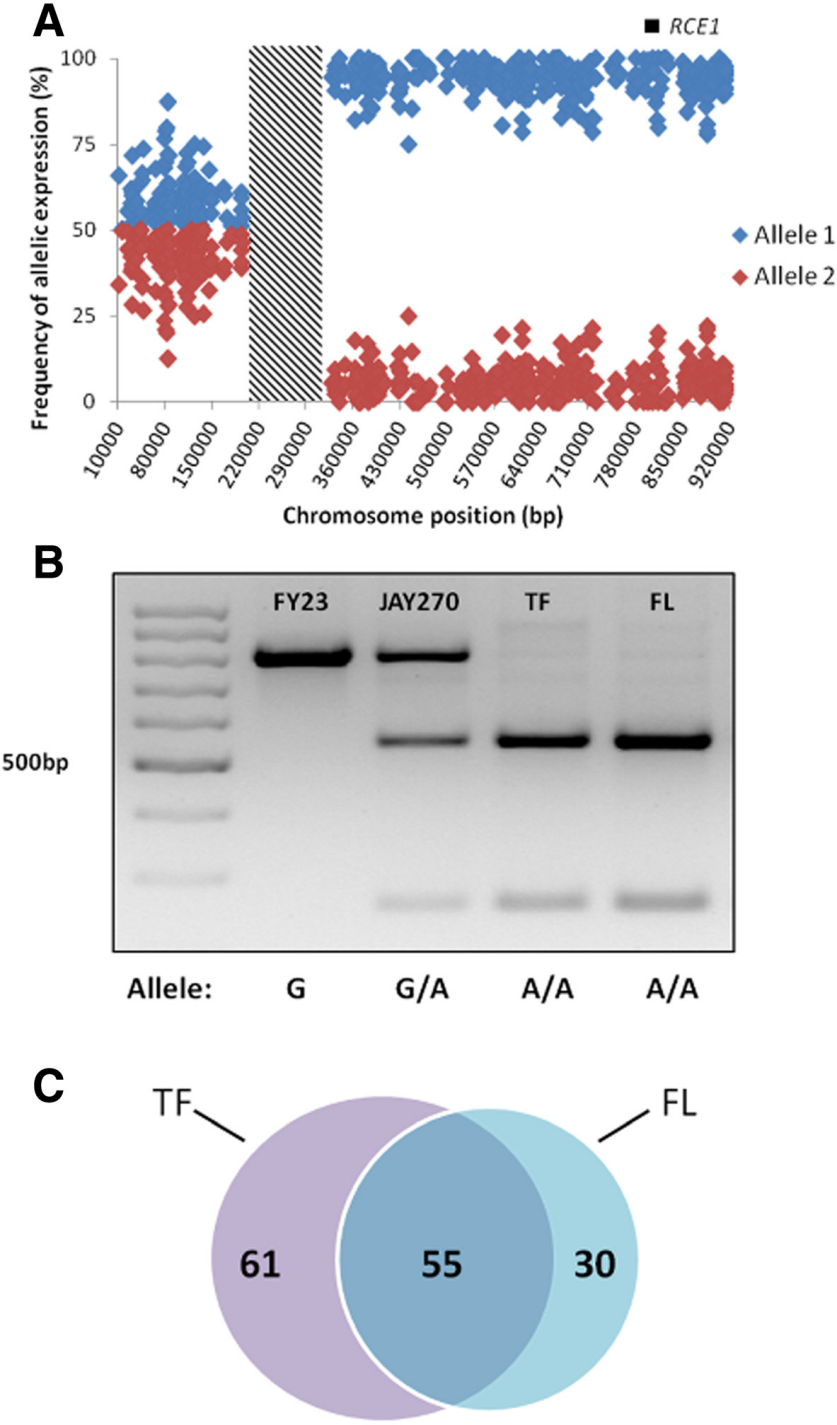
**Analysis of differential allelic expression (DAE). A**- Allelic expression frequency of the genes located on chromosome 13 (Chr13). The allele with higher expression was arbitrarily designated as allele 1 (blue) and the lower expression allele was designated as allele 2 (red). The hatched box represents a 100-kb homozygous region (including the centromere) in the JAY270/PE2 diploid where no DAE information could be assessed. The DAE plot suggests that the breakpoint of the Chr13 LOH event occurred within the homozygous region. The position of the *RCE1* locus on the right arm is shown. **B**- The genotypes at the *RCE1* locus were determined by PCR followed by restriction analysis using *Mbo*I. The predicted banding patterns for the alleles were: Homozygous for allele 1 (cut) 543 bp and 256 bp; Homozygous for allele 2 (uncut) 799 bp; Heterozygous pattern: 799 bp, 543 bp and 256 bp. A molecular weight marker ladder of 100 bp incremental size fragments was used in line 1. The 500 bp marker band is indicated. **C**- Venn diagram showing the number of DAE genes identified exclusively in the TF and FL, and the DAE genes identified in simultaneously in both TF and FL.

Exclusion of the Chr13 right arm genes resulted in 55 genes with DAE identified in both fermentations. In addition, we also found 61 DAE genes exclusively in the TF samples, and 33 exclusively in the FL samples (Figure 5C and Additional file 7), suggesting a fermentation condition-dependent expression pattern regulated by specific transcriptional responses. We hypothesize that the observed DAE patterns may be due to the differential effect on allele expression of heterozygous SNPs at *cis*-elements at the regulatory regions of the DAE genes. Gene ontology analysis of the DAE genes did not reveal a functional enrichment in this relatively limited gene set (the only statistically enriched GO term detected was “unknown function”). Although individual cases of DAE may play an important role in dictating the fermentation performance of PE-2 under typical and/or co-aggregated conditions, it is unclear at this point which are those genes and what is their specific function.

## Conclusion

The gap in the basic biological knowledge about PE-2 and its related strains represents a significant barrier to genetically improving these strains and fully exploiting their biotechnological potential [8]. The genetic engineering of bioethanol strains should be preceded by genomic and transcriptomic studies to identify the genetic characteristics that are associated with yeast fermentative fitness [7,22]. The results presented here provide new insights into the biology of the PE-2 strain and allowed us to identify stress response mechanisms during bioethanol production. Information derived directly from industrial scale fermentations can be used to support studies aimed at developing superior fermentative fitness in the PE-2 strain. The data described here represent an important step to reach those goals.

## Methods

### Fermentation samples collection

Biological samples from two different industrial fermentation conditions were collected directly from bioethanol fermentation tanks at the Nova América distillery (Maracaí-SP, Brazil). At the beginning of the 2009 season, the PE-2 culture used as the starting inoculum at this distillery became flocculent due to bacterial co-aggregation. On that occasion, we collected samples at seven different fermentation time points (FL samples) during one fed-batch cycle. Over the following three months, the yeast cells were treated with antibiotics and sulfuric acid before re-pitching the next batch. The yeast community eventually reverted to its typical phenotype (disaggregated), at which time samples were collected at six intervals during a typical fed-batch fermentation cycle (TF samples). Three biological replicates were collected for each of the thirteen sampled time-points. After collection, the samples were immediately transferred to a container with dry ice for the posterior chemical and transcriptomic analysis. Aliquots of each sample were also maintained on ice to preserve the viability of cells.

### Yeast genotyping

Unfrozen aliquots from each condition (FL and TF) were diluted and plated in YPD solid medium (yeast extract 10 g/L [w/v], peptone 20 g/L [w/v], glucose 20 g/L [w/v] and agar 20 g/L [w/v]). Colonies were isolated and DNA extraction was performed following to a phenol-chloroform protocol [49]. Twenty yeast colonies derived from each condition were analyzed using PE-2 specific PCR markers as described by Carvalho-Netto *et al*. [2].

### Metabolite analysis

Aliquots of the biological replicates were centrifuged, and the supernatants were diluted in water (1:3), filtered in Millipore 0.22-μm filters, and analyzed by High Performance Liquid Chromatography (Alliance 2795, Waters, Milford, MA, USA) using a refractive index detector (HPLC-RI) and an Aminex HP-87H column (Bio-Rad Laboratories, Hercules, CA, USA). The HPLC readings for sucrose, glucose, fructose, ethanol, glycerol, acetic acid and lactic acid in the samples were fit to respective standard curves to determine their concentrations.

### RNA isolation and RNA-seq library preparation

The total RNA of the samples was extracted using a phenol and chloroform protocol [50]. Illumina RNA-seq libraries were prepared following the manufacturer’s recommendations. Briefly, mRNA was isolated from 1 μg of the total RNA using oligo(dt) magnetic beads, and then fragmented in the presence of divalent zinc ions. The fragmented RNA was then used for first and second strand cDNA synthesis. Double-stranded cDNA was end-repaired and 3’ adenylated for the ligation of sequencing adapters. After adapter ligation, fragments of approximately 250 bp were isolated by gel electrophoresis and PCR amplified. The libraries were validated on an Experion DNA chip (Bio-Rad, Hercules, CA, USA) and quantified using a Qubit fluorometer (Invitrogen, Carlsbad, CA, USA). Each library was sequenced in one lane of an Illumina Genome Analyzer II× (GAII×) sequencer, resulting in 20-30 million 36-bp single-end reads.

### Gene expression analysis and functional annotations

The complete dataset of RNA-seq reads has been deposited in SRA under accession number [SRA057038]. For each RNA-seq library, reads were aligned to a custom reference gene database constituted by *S. cerevisiae* S288c genes (www.yeastgenome.org) and 20 JAY291-specific genes [4] (Additional file 1). The alignment was performed using SOAPaligner version 2.20 [51], allowing up to two base mismatches and discarding repeat reads. A Perl script was then created to calculate the number of reads aligned per gene for each RNA-seq library.

The output file was analyzed using the DEGseq package [52] for the identification of differentially expressed (DE) genes. Pairwise comparisons within a fermentation condition (typical and flocculated, individually) and between fermentation conditions (typical versus flocculated) are shown in Table 1. For the comparative analysis (TFs vs. FLs), the DEGseq was configured to use the time points within fermentation (TF1-TF6 and FL1-FL7) as experimental replicates. A p-value cutoff of 0.01, with a fold change > 2 (up-regulated) or < -2 (down-regulated), were used to determine the DE genes in these comparisons. Gene expression levels were defined using the RPKM formula [53]. Clustering and visualization of the DE genes were obtained using EXPANDER [54].

We also quantified the genomic background transcription (RPKM threshold) using 1787 intergenic regions larger than 500 bp. The RPKM threshold was estimated through the alignment of reads to intergenic regions using SOAPaligner [51], allowing up to two base mismatches and discarding all repeat reads. The distribution of the RPKM values from the genes and intergenic regions for each RNA-seq library was used to estimate the RPKM threshold by visual inspection. The gene expression levels with RPKM values below the RPKM threshold were not considered to be expressed genes, and these genes were discarded from the differential expression analysis when the expression levels were below the RPKM threshold in the respective libraries.

Gene ontology (GO) terms of the DE genes were obtained from SGD (http://www.yeastgenome.org/cgi-bin/GO/goSlimMapper.pl) using the Yeast GO-Slim Process parameters and a cutoff p-value <0.01. Functional GO enrichment terms were obtained using DE genes between fermentations (TF1 vs. FL1; TF6 vs. FL7; TFs vs. FLs).

### RNA-seq validation by Real Time qPCR (RT-qPCR)

To confirm the RNA-seq results, 15 genes were analyzed by RT-qPCR in four pairwise comparisons (TF1 vs. TF4, TF1 vs. TF6, FL1 vs. FL4 and FL1 vs. FL7), for a total of 60 pairwise comparisons. A list of the genes and primers used is presented in Additional file 8. Aliquots of the samples used to construct the RNA-seq libraries were used in transcriptase reverse reactions to synthesize cDNA using the *SuperScript Direct cDNA Labeling System* (Invitrogen, Carlsbad, CA, USA) according to the procedures described by the manufacturer. The RT-qPCR mix consisted of 8 μL of SYBR Green Supermix (Bio-Rad Laboratories), 1 μL of each primer (0.5 μM final concentration), 5 μL of water and 1 μL of cDNA. The reaction program consisted of one hold at 95°C for 5 min, followed by 40 cycles of 15 s at 95°C and 75 s at 60°C. Fragment amplification and detection of *SYBR Green* (Applied Biosystems, CA, USA) were performed with the *Step One Plus* thermalcycler (Applied Biosystems). The relative expression ratio was calculated using the 2^-ΔΔCT^ method [55] using primers with amplification efficiencies between 90–100% (−3.6 ≥ slope ≥ −3.3). The *ACT1* and *YNL134c* genes were selected as endogenous genes to normalize the expression values for the TF and FL samples, respectively, as both genes showed little variation in expression among the different RNA-seq libraries.

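Among the 4777 genes with at least 3 RPKM in every library, the coefficient of variation of ACT1 across the 6 TF libraries was 11.5% (2493 ± 286 RPKM, SD), the 106th lowest, and the median gene had 31.5%. The coefficient of variation of YNL134c across the 7 FL libraries was 25.0% (1301 ± 326 RPKM, SD), the 985th lowest, and the median gene had 40.7%. YNL134c ranged from 778 RPKM in FL1 to 1750 RPKM in FL5. In FL, ACT1 had a coefficient of variation of 22.3% (rank 761), and in TF, YNL134c had 31.4%. ACT1 fell along both fermentations, from 2861 RPKM in TF1 to 2329 RPKM in TF6 and from 2054 RPKM in FL1 to 1316 RPKM in FL7. YNL134c rose over the same time points, from 541 to 1288 RPKM in TF and from 778 to 1295 RPKM in FL.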

### Bacterial identification

Although conventional RNA-seq libraries are enriched for mRNA through the use of oligo(dt) magnetic beads, a small proportion of sequences corresponding to other RNA species is often detected [56], allowing the identification of the bacterial species present in the FL and TF samples. The RNA-seq reads were aligned into the SILVA rRNA database [23] using SOAPaligner, configured to allow two mismatches and discard any repeat reads. A custom Perl script was developed to parse the output file obtaining the read counts per taxon using different taxonomic levels. Bacterial families that accounted for less than 5% of the total reads from the TF or FL samples were not used in further analyses.

To identify the bacterial species associated with yeast co-aggregation, bacterial colonies were isolated in LB solid medium (tryptone 10 g/L [w/v], yeast extract 5 g/L [w/v], NaCl 10 g/L [w/v] and agar 20 g/L [w/v]) under anaerobic conditions. The bacterial DNA extraction protocol was adapted from Collart and Oliviero [50] using lysozyme (100 mg/mL) and proteinase K (10 mg/mL). PCR amplification of the 16S rDNA was performed in a final volume of 50 μL. The reaction mix consisted of 4 ng of DNA, 0.5 μM each of F27 (5′ AGA GTT TGA TCM TGG CTC AG 3′) and R1378 (5′ CGG TGT GTA CAA GGC CCG GGA ACG 3′) primers [57], 0.25 mM each dNTP, 3.5 mM MgCl_2_, 1X Colorless GoTaq Flexi Buffer (Promega, Madison, WI, USA) and 1.25 U of GoTaq Flexi DNA Polymerase (Promega). The amplification program consisted of one initial hold at 94°C for 3 min, followed by 40 cycles of 30 s at 94°C, 30 s at 55°C and 60 s at 72°C. A final 5-min extension was performed at 72°C. The PCR products were purified using the NucleoSpin Extract II purification kit (Macherey-Nagel, Düren, Germany), according to the manufacturer’s instructions. The PCR products (45 ng) were Sanger-sequenced using the Big Dye Terminator kit (Applied Biosystems, Foster City, CA, USA) on a 3500 Genetic Analyzer (Applied Biosystems). The reaction program consisted of one hold at 94°C for 2 min, followed by 35 cycles of 20 s at 94°C, 30 s at 55°C and 2 min at 60°C. Bacterial rDNA sequence similarity was obtained by BLASTn analysis using the GenBank non-redundant (NR) Database (http://blast.ncbi.nlm.nih.gov/).

### *RCE1* amplification and genotyping

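RCE1 (YMR274C) lies on the minus strand of chromosome XIII of the R64 reference, which is the S288c genome, from 814364 to 815311, and its coding sequence has 948 bases. On the reference the 2 primers match perfectly at 1 place, and the product runs from 814282 to 814981, 700 bp. The paper's product has 799 bp. The forward primer starts at coding position 331, and the polymorphic position 874 lies 544 bases from it, at position 814438 of the chromosome. The reference base there, on the coding strand, is G, at the 11th base of CGCACTGCTGGTCCTTGGATT. MboI recognises GATC, and the reference product holds 0 such sites, so the S288c allele is not cut. In the RNA-seq libraries, RCE1 was expressed at 5.0 to 15.7 RPKM in TF (75 to 205 reads) and at 2.9 to 25.9 RPKM in FL (43 to 386 reads).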

For the loss of heterozygosity (LOH) analysis, a segment of the *RCE1* gene was PCR-amplified in a final volume reaction of 50 μL using 1 ng of yeast genomic DNA, 0.5 μM each of RCE1_F (5′ ACC TTA TAT TGT GGA CCC GTT 3′) and RCE1_R (5′ CTC GAT AGA ATT CCA TAA TAG 3′) primers, 0.25 mM each dNTP, 3.5 mM MgCl_2_, 1X Colorless GoTaq Flexi Buffer and 1.25 U of GoTaq Flexi DNA Polymerase (Promega, Madison, WI, USA). The amplification program consisted of one hold at 94°C for 2 min, followed by 35 cycles of 40 s at 94°C, 40 s at 56°C and 80 s at 72°C. A final 5-min extension was performed at 72°C. The PCR products were purified and digested using 10 U of *Mbo*I (New England Biolabs, Ipswich, MA, USA). The digested fragments were resolved in 2% (w/v) agarose gels and visualized by ethidium bromide staining.

## Additional files

Additional file 1: Table S1. Reads obtained by RNA-seq analysis during industrial bioethanol production. For each RNA-seq library, reads were aligned to a custom reference gene database constituted by *S. cerevisiae* S288c genes (www.yeastgenome.org) and 20 JAY291-specific genes. In order to assigned ribosomal sequences, reads were aligned into the SILVA rRNA database. Additional file 2: Table S2. Differentially expressed genes among the fermentations. 

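Each line of the TFs vs. FLs list of Additional file 2 holds a gene name, the RPKM of the 7 FL and 6 TF libraries and a gene description that begins with an identifier. For 387 of the 388 genes in the list, the RPKM values of the line matched the deposited values of the gene in the description, and for 2 they matched those of the gene in the name column. The name column and the description column hold 388 different genes each, and 386 of them appear in both columns. Read by description, a line gives the RPKM of that gene in each library.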

Pairwise comparisons between fermentation conditions (typical versus flocculated) were performed using the time points within fermentation (TF1-TF6 and FL1-FL7) as experimental replicates. A p-value cutoff of 0.01, with a fold change > 2 (up-regulated) or < -2 (down-regulated), were used to determine the differentially expressed (DE) genes in this comparison. Gene expression levels were defined using the RPKM formula. Additional file 3: Table S3. Differentially expressed genes during flocculated fermentation. Pairwise comparisons within flocculated fermentation time points were performed using FL1 sample as reference. A p-value cutoff of 0.01, with a fold change > 2 (up-regulated) or < -2 (down-regulated), were used to determine the differentially expressed (DE) genes in these comparisons. Gene expression levels were defined using the RPKM formula. Additional file 4: Table S4. Differentially expressed genes during typical fermentation. Pairwise comparisons within typical fermentation time points were performed using TF1 sample as reference. A p-value cutoff of 0.01, with a fold change > 2 (up-regulated) or < -2 (down-regulated), were used to determine the differentially expressed (DE) genes in these comparisons. Gene expression levels were defined using the RPKM formula. Additional file 5: Figure S1. Correlation between RNA-seq and rt-qPCR data to fifteen selected genes. A- Flocculated fermentation (FL); B- Typical fermentation (TF). Samples TF1 and FL1 were used as references in order to obtain expression ratio among TF4 and TF6 and FL4 and FL7 samples, respectively. Expression values were obtained using three techniques replicates and are presented as fold change Log2. Additional file 6: Table S5. Enriched GO terms between fermentations. Gene ontology (GO) terms of the differentially expressed (DE) genes were obtained from SGD (http://www.yeastgenome.org/cgi-bin/GO/goSlimMapper.pl) using the Yeast GO-Slim Process parameters and a cutoff p-value <0.01. Functional GO enrichment terms were obtained using DE genes between fermentations (TF1 vs. FL1; TF6 vs. FL7; TFs vs. FLs). FL: Flocculated fermentation. TF: Typical fermentation. Additional file 7: Table S6. Genes with differential allelic expression. Differential allelic expression (DAE) was determined using a threshold of 2-fold between alleles, *i.e.*, more than 66% of the reads aligned to a specific gene came from a single allele. When the coding region had more than one heterozygous SNP, DAE was determined accounting for the cumulative imbalance for all the phased SNPs across the entire gene. DAE was identified in both fermentations (TF and FL), exclusively in TF and exclusively in FL. FL: Flocculated fermentation. TF: Typical fermentation. Additional file 8: Table S7. List of genes, PCR products, and primers used in rt-qPCR analysis.

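The primers of the 15 genes were searched in the R64 reference, and 13 pairs gave 1 perfect product with the size listed in Additional file 8, between 95 and 101 bp. The SUC2 product, for example, lies on chromosome IX from 37986 to 38083 (98 bp), within the gene. The primers of SSA1 gave 2 perfect products, and those of YNL134c, the endogenous gene of the FL samples, gave none without a mismatch on the S288c sequence. The sequence of PE-2 was not used here.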

## Abbreviations

Chr: Chromosome
DAE: Differential allelic expression
DE: Differential expression
GSH: Glutathione
Kb: Kilobase pairs
LOH: Loss of heterozygosity
MET: Methionine
RT-qPCR: Reverse transcriptase quantitative polymerase chain reaction
SNP: Single nucleotide polymorphism

# Supplementary material for: Saccharomyces cerevisiae transcriptional reprograming due to bacterial contamination during industrial scale bioethanol production
**Source:** Microb Cell Fact. 2015 Jan 30;14:13. doi: 10.1186/s12934-015-0196-6
**Supplement:** Additional file 1: Table S1. — Reads obtained by RNA-seq analysis during industrial bioethanol production. For each RNA-seq library, reads were aligned to a custom reference gene database constituted by S. cerevisiae S288c genes (www.yeastgenome.org) and 20 JAY291-specific genes. In order to assigned ribosomal sequences, reads were aligned into the SILVA rRNA database.

**Additional file 1.**

| Time point (hours) | Total reads | Genome mapped reads (%) | Eukaryota ribosomal mapped reads (%) | Bacteria ribosomal mapped reads (%) |
| --- | --- | --- | --- | --- |
| TF1 (1) | 21,846,994 | 63.20 | 13.68 | 0.28 |
| TF2 (4) | 27,363,094 | 57.84 | 14.96 | 0.57 |
| TF3 (7) | 26,447,084 | 53.03 | 13.29 | 0.98 |
| TF4 (10) | 24,102,684 | 85.19 | 1.19 | 0.08 |
| TF5 (12) | 18,632,984 | 83.82 | 1.36 | 0.04 |
| TF6 (15) | 19,710,705 | 80.14 | 1.01 | 0.05 |
| FL1 (3) | 27,842,955 | 83.84 | 1.60 | 0.12 |
| FL2 (6) | 27,271,456 | 80.18 | 2.81 | 0.41 |
| FL3 (9) | 30,057,838 | 84.23 | 1.29 | 0.14 |
| FL4 (12) | 26,170,783 | 81.92 | 0.80 | 0.12 |
| FL5 (15) | 24,027,846 | 77.40 | 2.21 | 0.13 |
| FL6 (18) | 29,783,524 | 77.68 | 3.70 | 0.22 |
| FL7 (21) | 27,055,657 | 74.67 | 3.62 | 0.25 |
| Average | 25,408,738 | 75.63 | 4.73 | 0.26 |
| TF: typical fermentation; FL: flocculated fermentation. | | | | |

# Supplementary material for: Saccharomyces cerevisiae transcriptional reprograming due to bacterial contamination during industrial scale bioethanol production
**Source:** Microb Cell Fact. 2015 Jan 30;14:13. doi: 10.1186/s12934-015-0196-6
**Supplement:** Additional file 6: Table S5. — Enriched GO terms between fermentations. Gene ontology (GO) terms of the differentially expressed (DE) genes were obtained from SGD (http://www.yeastgenome.org/cgi-bin/GO/goSlimMapper.pl) using the Yeast GO-Slim Process parameters and a cutoff p-value <0.01. Functional GO enrichment terms were obtained using DE genes between fermentations (TF1 vs. FL1; TF6 vs. FL7; TFs vs. FLs). FL: Flocculated fermentation. TF: Typical fermentation.

**Additional file 6.**

| **Sample** | **GO term** | **Genes** |
| --- | --- | --- |
| FLs | Cellular amino acid metabolic process | CIT2, LYS21, SFA1, LYS20, MET32, PRO1, STR3, LYS12, MET28, GSH1, MET3, MET14, MET17, MET2, MET16 |
|  | Biological process unknown | YAR029W, YCL023C, YDR374C, JIP4, RMD6, YER130C, YER137C, YER187W, NQM1, YGR139W, YGR250C, AHT1, IML2, YKL071W, YKL131W, RMA1, YLR311C, YLR312C, STP3, YML131W, YMR103C, YMR254C, APJ1, YNL144C, YNL260C, YNL276C, YNL285W, YPL225W, YPR127W, TDA6 |
|  | Carbohydrate transport | ASK10, HXK2, HXT4, HXT5, HXT8, MAL31, MTH1, SKS1 |
|  | Cellular amino acid metabolic process | ACO1, AGX1, ALT1, ARG5,6, ARG80, CIT1, CIT2, GAP1, GCV2, GDH1, GLN4, GLT1, IDH1, IDH2, IDP1, LYS1, LYS12, LYS14, LYS2, LYS20, LYS21, LYS4, LYS9, MET2, PRO1, SAM1, YFH1 |
|  | Cofactor metabolic process | [ACO1](http://www.yeastgenome.org/cgi-bin/locus.fpl?locus=ACO1), [ACS1](http://www.yeastgenome.org/cgi-bin/locus.fpl?locus=ACS1), [BIO2](http://www.yeastgenome.org/cgi-bin/locus.fpl?locus=BIO2), [BNA2](http://www.yeastgenome.org/cgi-bin/locus.fpl?locus=BNA2), [CIT1](http://www.yeastgenome.org/cgi-bin/locus.fpl?locus=CIT1), [COX10](http://www.yeastgenome.org/cgi-bin/locus.fpl?locus=COX10), [FAA4](http://www.yeastgenome.org/cgi-bin/locus.fpl?locus=FAA4), [FAU1](http://www.yeastgenome.org/cgi-bin/locus.fpl?locus=FAU1), [FDH1](http://www.yeastgenome.org/cgi-bin/locus.fpl?locus=FDH1), [HEM3](http://www.yeastgenome.org/cgi-bin/locus.fpl?locus=HEM3), [IDH1](http://www.yeastgenome.org/cgi-bin/locus.fpl?locus=IDH1), [IDH2](http://www.yeastgenome.org/cgi-bin/locus.fpl?locus=IDH2), [ISA2](http://www.yeastgenome.org/cgi-bin/locus.fpl?locus=ISA2), [ISU2](http://www.yeastgenome.org/cgi-bin/locus.fpl?locus=ISU2), [PYC1](http://www.yeastgenome.org/cgi-bin/locus.fpl?locus=PYC1), [SAM1](http://www.yeastgenome.org/cgi-bin/locus.fpl?locus=SAM1), [YFH1](http://www.yeastgenome.org/cgi-bin/locus.fpl?locus=YFH1), ZWF1 |
|  | Ion transport | CCC1, COT1, CTP1, CTR1, FET5, MEP1, MEP2, MEP3, MID1, QDR2, SUL1, YDL183C, YHM2, YMR279C, ZRT2 |
|  | Response to chemical stimulus | AIF1, ASK10, BOP3, CAT8, CLA4, CNA1, DCR2, ERV1, FAR1, FLR1, GLR1, GRX4, GRX7, HAP3, HXK2, IRE1, MIG2, QDR1, QDR2, RDR1, RGT2, SAN1, SCH9, SKS1, STE3, URM1, YPR036W-A, ZWF1 |
|  | Transmembrane transport | AGP1, CLA4, CTP1, CTR1, ECM22, ERV1, FCY2, FCY21, FEN2, FLR1, FUN26, FUR4, GGC1, MAL31, PET9, QDR1, QDR2, SUL1, SUT1, TIM17, YDR387C, YFL054C, YMR279C, YTA12, ZRT2 |
| FL7 | Biological process unknown | APJ1, BSC2, CMC4, ERR2, ERR3, GRE1, GTT3, HSP31, ICY1, IES6, IML2, JIP4, NQM1, NRP1, RMA1, RRT15, SHE10, STP3, TDA6, YAR028W, YAR029W, YBL036C, YCR024C-B, YDR222W, YER130C, YER137C, YER187W, YGL010W, YGL036W, YGL188C-A, YGR017W, YGR237C, YGR250C, YIR018C-A, YKL068W-A, YKL071W, YLR154C-G, YLR162W, YLR312C, YNL144C, YNL155W, YOR192C-C, YPL014W, YPL225W, YPL229W, YPR127W |
|  | Cellular amino acid metabolic process | ADH1, ALA1, CIT2, DUG3, GSH1, LYS20, MAE1, MET32, PDC1, SAM1, SAM2, SFA1, STR3, UGA2 |
|  | Generation of precursor metabolites and energy | ADH1, COX13, COX5B, ENO1, HOR2, PCL10, PDC1, PFK27, PGK1, PHO85, SGA1, TAR1, TYE7 |
|  | Response to oxidative stress | GSH1, MTL1, MXR1, SIT4, UGA2, YAR1, YJR096W |
|  | Transcription from RNA polymerase II promoter | CCL1, EAF3, FKH2, HMO1, IXR1, MBF1, MET30, MET32, NPL3, NUT2, OAF1, PHO85, RBA50, REB1, ROX3, RPH1, SKS1, SPT15, SPT8, SYC1, YAP5 |
| TF1 | Cellular respiration | COX1, COB, COX2, COX3, TAR1 |
|  | Generation of precursor metabolites and energy | COX1, COB, COX2, COX3, GSY1, PDC5, TAR1 |
|  | Protein folding | SSA1, AHA1, HSP78, SSA4, SSA2, HSP104, CPR6, ERO1, HSC82, STI1, HSP82 |
|  | Transmembrane transport | OLI1, SSA1, HSP78, SSA4, KAR2, SSA2 |
|  | Vitamin metabolic process | THI2,PET18,THI20 |
|  | Carbohydrate metabolic process | ACN9, ALG14, ALG6, ARA1, BMH2, CAT8, CAX4, CHS7, CRH1, CTS1, DAK2, DFG10, DOG2, DPM1, EXG1, GAC1, GAL3, GCR1, GDB1, GSY1, GUT1, GUT2, HXK2, ICL1, IMA1, IMA2, KEG1, MAL12, MAL13, MAL32, MAL33, NDE2, OST2, OST3, OST4, PCK1, PCL7, PMI40, PMT4, PSA1, PYC1, PYC2, SIP4, SNF4, SOL3, SOL4, SUC2, SWP1, TDH2, TDH3, TPS3, YIG1, ZWF1 |
|  | Cell wall organization or biogenesis | ECM15, RCR1, TIP1, ROT2, ARP2, PSA1, FMP45, SED1, BMH2 EXG2, PMI40, CRH1, CHS7, SDP1, SIM1, YPS6, CIS3, HSP150, ECM27, CWP1, CWP2, PIR1, ECM4, CCW12, YLR194C, EXG1, ECM19, DFG5, WSC3, HPF1, ECM3, SRL1 |
|  | Cellular amino acid metabolic process | ADI1, ALD2, ALT1, ARG1, ARG4, ARO1, ARO4, ARO8, ASN2, BAT1, CAR2, CAT2, CPA2, DED81, DUG1, ECM38, ECM4, GLT1, HIS1, HIS4, HIS5, HOM3, IDP2, ILV2, ILV5, ILV6, KRS1, LAP3, LEU2, LEU4, LYS1, LYS12, LYS9, MET13, MMF1, MSF1, SAH1, SAM4, SER3, SES1, SPE2, SPE3, THI3, TRP4, TRP5, TYS1, URA2 |
|  | Cofactor metabolic process | PYC2, NDE2, HEM3, SDH4, BNA6, PYC1, RNR4, LSC2, SOL4, COQ6, SOL3, CAB2, GUT2, ACS2, PNP1, HMG1, ZWF1, BIO5, SPE2, LSC1, HEM15, HEM4, ALD4, FDH1, ALD6, SAM4, SPE3 |
|  | Lipid metabolic process | ACB1, ACC1, ADR1, AGP2, ALE1, ALG6, AYR1, CAX4, CDS1, CHO1, CKI1, CRC1, CSH1, DFG10, DPM1, DPP1, ERG20, ERG24, ERG28, FAS1, FEN1, GPI12, GPI18, GPT2, GWT1, HMG1, HMG2, IPT1, IZH4, KAP95, LAP2, MDM31, MGA2, MVD1, NCR1, NTE1, OPI3, ORM1, PHS1, PLB1, PLB2, SAC1, SLC1, STT4, TAZ1, TGL1, TSC13, URA8, YMR210W |
|  | Nucleobase-containing small molecule metabolic process | ADE16, ADE17, ADE8, ALD4, ALD6, APA1, APA2, ARP2, ATP14, ATP7, BNA6, CAB2, FDH1, GUT2, HPT1, IRA1, NDE2, PNP1, PYC1, PYC2, RNR1, RNR2, RNR4, ROY1, SAM4, SEC23, SOL3, SOL4, URA2, URA5, URA8, ZWF1 |
|  | Transmembrane transport | SSA3, BAP2, AGP2, MAL31, ADP1, YCF1, HXT13, AFG3, PIC2, SBH1, YFL054C, SUT1, TOM20, WSC4, CTR2, ATP7, JEN1, PAM17, ATP14, SEC61, TOM40, YMR279C, FET4, PET8, TOM7, SIL1, AUS1, PDR10, CTR1 |
|  | Vitamin metabolic process | BIO5, PET18, PHO3, RIB5, RPI1, SNO2, SNZ3, SPE2, SPE3, THI2, THI20, THI3, THI4 |
| TFs | Amino acid transport | BAP2, TAT1, UGA4, GNP1, CAN1, HNM1, MUP1, GAP1, TAT2, PUT4, SAM3 |
|  | Transmembrane transport | ATP6, OLI1, FLC2, FUI1, SSA3, BAP2, TAT1, PHO89, ADY2, UGA4, ITR1, GNP1, CAN1, FTR1, JEN1, FRE1, CTR3, PDR10, SAM3, SUT2, CTR1 |
|  | Ribosomal large subunit biogenesis | MAK5, REI1 ,SPB1, RSA4, ARX1, NSA2, PRP43, RIX1, IPI3, DBP6, YTM1, NOG1 |
|  | Ion transport | ATP6, OLI1, PHO88, PHO89, ADY2, FTR1, HNM1, FMP43, POR2, PHO90, JEN1, FRE1, CTR3, MEP2, PMA2, CTR1 |
|  | Biological process unknown | YAR062W, YBR016W, GFD2, BSC1, YDL241W, YDR133C, YDR134C, YDR209C, YDR210W, YDR431W, YDR491C, MTC7, UTR5, DSF1, YFL051C, YGL101W, COS12, YGR035C, YGR067C, YGR160W, YGR201C, YGR266W, YGR283C, FSH1, YHR213W, YIL169C, YIL171W, IRC24, YJL027C, YJL107C, PRM10, YJL213W, YKL187C, YKR033C, YLR162W, YLR255C, YMR007W, SEG1, YMR122C, YNL120C, YNL174W, YNR042W, YNR071C, YNR073C, YOL014W, YOL019W, PHM7, ZPS1, TIR4, PNS1, YOR186W, YOR268C, YOR343C, YOR376W, YOR385W, LEE1, YPL136W, RBD2, YPR012W, YPR013C, YPR014C, YPR064W, YPR123C |
|  | Lipid metabolic process | IPT1, INO2, IZH1, CHO1, CAX4, ERG25, CLD1, ERG1, POT1, ERG20, HMG1, ERG13, PLB1 ,MOT3, ERG2, CYB5, ERG24, ARE2, MVD1, ERG10, IDI1 |
|  | Vitamin metabolic process | THI2, PET18, THI13, THI4, THI20, RKI1, SPE3 |
|  | | |

# Supplementary material for: Saccharomyces cerevisiae transcriptional reprograming due to bacterial contamination during industrial scale bioethanol production
**Source:** Microb Cell Fact. 2015 Jan 30;14:13. doi: 10.1186/s12934-015-0196-6
**Supplement:** Additional file 8: Table S7. — List of genes, PCR products, and primers used in rt-qPCR analysis.

**Additional file 8.**

| **ORF identifier** | **Gene name** | **PCR product size (bp)** |  | **5’-3’ primer sequences** | |
| --- | --- | --- | --- | --- | --- |
|  |  |  |  | **Forward** | **Reverse** |
| YAL005c | *SSA1* | 99 |  | TGCTTACGGTTTGGACAAGA | CCGTCTTCAATGGACAACAA |
| YER062C | *HOR2* | 98 |  | GAGCATCTGGGAATCAGGAG | CCATTCCTGCCCTTCAGATA |
| YER100W | *UBC6* | 99 |  | ATCACAGGACCTGCGGATAC | CATTCTGATAGCCGGTGGTT |
| YFL039C | *ACT1* | 95 |  | CTTTCAACGTTCCAGCCTTC | ATCACCGGAATCCAAAACAA |
| YGL008c | *PMA1* | 98 |  | TGGAGGTCTTCAAAGCATCA | TGCTGTCGAAGGTGCTACTG |
| YGL253W | *HXK2* | 100 |  | AGGTGAAATTTTGCGTTTGG | GTCCATGACGAAAGGCTTGT |
| YHR208W | *BAT1* | 100 |  | TCAAGGAAATTGGCTGGAAC | TCAGCAATCCATTGAGCAAC |
| YIL162W | *SUC2* | 98 |  | ATGACTTGAAGTCCTGGAAG | CTCAGTTGGGACTTCAATCA |
| YNL134c | *-* | 98 |  | ACTTTTCCAGCAGACCCTGA | ACTGGGATGTGGTGGATTTC |
| YNL219C | *ALG9* | 98 |  | GGAATAAGCTGGCATGTGCT | TTGCATGATTCGGTTGATTG |
| YLR248W | *RCK2* | 100 |  | TGCTGTGAAACGTACCGAAG | TTGGGCGCCACTGTAACTAT |
| YLR257w | *-* | 99 |  | GCCCTAAGCAAGATGCAGAA | AACTTCGTCGGTCAGCAAAG |
| YMR186W | *HSC82* | 101 |  | GCCTCCGATGCTTTAGACAA | TCTGGTTTTGGGGTGATTCT |
| YOR374w | *ALD4* | 99 |  | AAATCTTCTGCTGGCTTTGC | ACAAACACCCAAAGGCTGTC |
| YPL239W | *YAR1* | 99 |  | TGGCAAATTAGACGTGGTCA | TTCTCGGCCTCAAAGATAGC |

How the deposited data were processed for this re-analysis (not part of the article)

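RNA-seq was analysed for 13 libraries of the PE-2 strain, 6 from the typical fermentation (TF) and 7 from the flocculated fermentation (FL), each a pool of 3 biological replicates at 1 time point. The authors aligned 36-bp reads with SOAPaligner to S288c genes and 20 JAY291-specific genes with up to 2 mismatches, discarded repeat reads, counted the reads of each gene and deposited RPKM values. The deposited values were used as they are, and the times of the samples were taken from Additional file 1. Measurements of metabolites, the bacterial composition and the RT-qPCR values were not analysed here, and allelic expression was used only for a test of the counts in Additional file 7.

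RPKM multiplied by the coding length of a gene was tested for being a whole multiple of a fixed step in each library. The step gives the number of reads behind the values, which was 13.8 to 20.5 M reads in TF and 15.7 to 16.0 M reads in FL. With these library sizes the reads of each gene were recovered by rounding. On a gene of 1 kb, 3 reads, chosen as the floor of detection, were worth between 0.146 and 0.217 RPKM. Genes were matched by identifier to the R64 annotation of S. cerevisiae (5878 of 5887), from which positions and coding lengths were taken.

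Between 2 libraries, a gene was called DE at an RPKM ratio of at least 2 with at least 3 RPKM in the higher library, and in TFs vs. FLs at a ratio of at least 2 between mean RPKM values with the same floor. The paper discarded genes below an RPKM threshold estimated for each library from intergenic regions, and its text gives no number for it. The floor of 3 RPKM was chosen with the lowest values in the paper's lists of DE genes in view. DEGseq was not run here. An exact two-sided binomial test on recovered reads at p under 0.01 was tried as an alternative. Intervals are Wilson intervals for shares of DE genes and Clopper-Pearson intervals for ratios of the reads of a gene, both at 95%. The Clopper-Pearson intervals cover counting error only. The Wilson intervals take the DE genes as independent and cover neither the counting error of reads nor replicate error.

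TFs vs. FLs, FL1 to FL4 vs. FL5 to FL7, and the interaction of condition with fermentation progress were fitted with limma 3.58.1 in R 4.3.3 on log2(RPKM + 1), for the 5786 genes with at least 3 RPKM in at least 1 library. Progress is the time of a sample divided by the time of the last sample of that fermentation. p-values were adjusted by the Benjamini-Hochberg method. The comparisons of groups were called at an adjusted p under 0.05 and a fold change of at least 2, and the interaction at an adjusted p under 0.05. Time points stand in for replicates, as in the paper. They are not independent, so these p-values describe differences between the sampled time points of single fermentations.

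Other calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Single measures were compared by exact two-sided permutation tests, with p as the share of splits whose absolute difference was at least as large. The gene groups of Fig. 4 and the glycolysis genes were summarised by the median log2 ratio of FL to TF with 1 RPKM added to each value, and set beside 10000 random gene lists drawn with the same number of genes from each of 20 expression bins. The median RPKM of a library was taken over genes with more than 0 RPKM. Ratios printed for single genes have no value added, except that log2 ratios under median-of-ratios scaling have 1 RPKM added. Near-identical gene copies have uncertain values because repeat reads were discarded.

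The calls were tested on simulated data with the residual spread of these libraries, in which 200 genes were changed, and on simulated data with no change. The genes named in the text were chosen by a rule. They are every gene named in the results text, Fig. 4 and the RT-qPCR list, the glycolysis genes from hexokinase to pyruvate kinase, and the 3 genes with the largest log2 fold change in each direction among those past the TFs vs. FLs limma threshold. Further genes are named only where a pattern in them is described in the closing section.

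The comparisons, the alternatives and the rule for named genes were set before the data were examined. The alternatives were other floors (none, 1 and 5 RPKM), other pseudocounts (0.1 and 5), median-of-ratios scaling, ratios to ACT1 or to the endogenous gene of the paper, other means, other gene filters, the cutoffs of the paper, a mean-variance trend, progress as a covariate, time in hours, leaving out TF1 to TF3, leaving out mitochondrial genes, and leaving out the 50 highest genes of each library. Several details were settled only after values had been seen. These are the addition of FLO8 and HRK1 to their Fig. 4 groups, the median over genes above 0 RPKM, the rescaling used when the 50 highest genes are left out, the absolute difference in the permutation test, the summary of the RT-qPCR genes by counts and medians, and a second, enlarged reading of Fig. 3C. An alternative for the SUC2 and PMA1 values, RPKM multiplied by the share of mapped reads in Additional file 1, was also chosen after the values were seen.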

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

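The tests that relate mitochondrial and TAR1 values to the share of rRNA reads were chosen only after the result was seen; the other tests in this part were chosen before.

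These 8 values lay far from the other libraries of their condition, by Dixon's ratio of the gap to the whole range on log2(RPKM + 1): FLO8 in TF6 (0.688), PGK1 in TF6 (0.640), FAR8 in TF6 (0.663), MET3 in TF1 (0.649), MET14 in TF1 (0.772), HSC82 in TF3 (0.766), MET14 in FL2 (0.595) and ALD4 in FL1 (0.644). Among 172 groups of libraries tested, 8.6 such values are expected by chance, and 8 were found. Neither a technical nor a biological explanation was tested for them.

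The change along the fermentation differed between FL and TF for 1335 of 5786 genes in the limma interaction of condition with progress, of which 1276 were more negative in FL. In 3 of 100 splits of the 13 libraries, the real one included, as many genes passed. The other splits as large set TF3 and FL3 to FL7 against the rest (or TF1 to TF5 and FL2 against the rest), and the highest of the others gave 1428 genes. Each of these groups holds mostly libraries of one condition. The number was 245 after median-of-ratios scaling, with 94 more negative and 151 more positive in FL. With time in hours in place of progress it was 308. The change of the typical gene and a change in its share of the reads cannot be told apart in RPKM values.

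Among 83 named genes, 20 passed this interaction test, 13 more negative in FL and 7 more positive. In log2 units from the start to the end of a fermentation, the differences were -4.64 for PHD1, -4.12 for SUC2, -3.64 for PYK2, -3.45 for RPI1, -3.24 for THI3, -3.24 for CWP1, -2.96 for MUC1, -2.93 for FLO10, -2.74 for FLO5, -2.36 for ALG9, -2.17 for SNZ3, -1.97 for RCE1 and -1.95 for FLO9. They were 3.66 for TPO2, 3.20 for YAR1, 2.94 for AST1, 2.74 for PHM8, 2.60 for YER130c, 2.07 for PMP2 and 1.57 for ENO1. The interaction of single genes was not tested under another scaling. The FLO, SNZ and ENO genes share sequence with their paralogs, and reads shared between paralogs were not tested.

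Of the genes past the TFs vs. FLs limma threshold with the largest changes, 5 are not discussed in the main text of the paper: CWP1 (log2 fold change -2.47), TDA8 (-2.37), RMA1 (1.70), SUR2 (1.46) and SGO1 (1.37). In 3 of 100 splits of the 13 libraries, the real one included, at least 12 genes passed. The other splits as large set TF2, TF4, TF5 and FL1 to FL3 against the rest, or TF5, TF6, FL3 and FL5 to FL7 against the rest, and the highest gave 1111 genes. After median-of-ratios scaling, CWP1 (-2.32) and TDA8 (-2.38) still passed the limma threshold, while RMA1 (1.86), SUR2 (1.62) and SGO1 (1.52) kept their direction and did not pass. The calls of the last 3 genes thus depend on the scaling. Each condition was a single fermentation, so a difference between the conditions and a difference between these fermentations cannot be told apart. TDA8 was at 1.02 RPKM on average in FL, where few reads stand behind a value.

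The genes of the mitochondrial genome had RPKM sums of 263 to 335 in TF1 to TF3 and of 7.67 to 44.3 in the other 10 libraries. TF1 to TF3 are also the libraries with 13.3% to 15.0% of eukaryotic rRNA reads. Among the 10 other libraries the sum rose with the rRNA share (r = 0.910, permutation p = 0.00102, adjusted p = 0.00408, and rho = 0.758, permutation p = 0.0144, adjusted p = 0.0288, two-sided, in a family of 4 relations). Without FL6 and FL7, the 2 libraries farthest from the others, r was 0.687 and rho 0.524. Within the 7 FL libraries r was 0.906 (permutation p = 0.00754, adjusted p = 0.0151) and rho 0.857 (permutation p = 0.0238, adjusted p = 0.0317). A candidate explanation is less complete removal of RNA without poly(A) tails in TF1 to TF3, that is, a difference between library preparations. A true early change along TF was tested on the nuclear COX and QCR genes, which were lower in TF1 to TF3 than in TF4 to TF6 by a median of -0.99 in log2 units, with 0 of 26 genes higher. These genes are transcribed apart from the mitochondrial genome, so an early rise of the mitochondrial transcripts themselves is not ruled out by this test. The 2 explanations cannot be told apart with these libraries.

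TAR1 had 88941 to 128961 RPKM in TF1 to TF3 and 5422 to 24820 RPKM in the other libraries. In R64, TAR1 lies on the plus strand of chromosome XII from 454696 to 455070, inside RDN25-1 on the minus strand (451786 to 455181). Over the 10 libraries outside TF1 to TF3, TAR1 RPKM rose with the rRNA share (r = 0.591, permutation p = 0.0605, adjusted p = 0.0807, and rho = 0.794, permutation p = 0.00896, adjusted p = 0.0288, two-sided, in the same family of 4). Without FL6 and FL7, r was 0.860 and rho 0.833. Within the 7 FL libraries the relation was weaker (r = 0.453, permutation p = 0.328, and rho = 0.536, permutation p = 0.236), but without FL6 and FL7 r was 0.828 and rho 0.7 over 5 libraries. Reads of the 25S rRNA counted on TAR1 are a candidate explanation. No biological explanation was tested.

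STE3 was at 14.1 RPKM in FL1 (313 reads) and at no more than 2.69 RPKM in any other FL library, and MF(ALPHA)1 at 7.42 RPKM in FL1 (58 reads) and no more than 2.55 RPKM in the others. These genes were noticed in a look at 14 genes and are specific to alpha cells, while PE-2 is a diploid. If alpha cells were present in FL1, other alpha-specific genes could be higher too. The median log2 ratio of FL1 to the mean of FL2 to FL7 for MF(ALPHA)2, SAG1 and AFB1 was 0.46, at the 34.3th percentile of matched random lists, and -0.06 after median-of-ratios scaling, although AFB1 by itself was at 26.0 RPKM in FL1 and at most 6.75 RPKM in the others. For the a-specific genes MFA2, BAR1, STE6, AGA2 and ASG7, which a general release of mating-type repression would raise, it was 0.41, at the 28.0th percentile, and -0.03 after scaling. Compared with TF1, however, STE3 (ratio 9.50), MF(ALPHA)1 (7.29), AFB1 (4.84) and MF(ALPHA)2 (2.76) were all more than 2 times higher in FL1, with SAG1 at 1.34, and MF(ALPHA)2 stayed at 15.4 to 15.9 RPKM in FL2 to FL4. Of the a-specific genes, BAR1 (2.99) and STE6 (2.06) were also more than 2 times higher in FL1 than in TF1. ASG7 was at a ratio of 1.87, and MFA2 and AGA2 were at 0.88 each. A median over 3 or 5 genes does not rule out either explanation. Reads from another yeast or a variant of PE-2 were not tested.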

How the results depend on the processing

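The alternatives in this part were set in advance, but the scaling to all reads of a library, the rescaling used when the 50 highest genes are left out and the medians of the RT-qPCR genes were chosen only after the result was seen. No paired analysis was run, and each library is a pool at a single time point. By the sampling times used here, the TF and FL samples share only the times of 12 and 15 h. By the axis of Fig. 3C, the TF and FL samples would also share 3, 6 and 9 h. A comparison restricted to shared hours was possible but was not made.

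Of the 99 alternative counts by the ratio rule, 96 stayed within 1.5 times the count reported. The exceptions were TF1 vs. FL1, with 337 DE genes under median-of-ratios scaling against 620, and TFs vs. FLs, with 656 genes by the ratio of median RPKM and 562 without TF1 to TF3 against 359. In TFs vs. FLs, scaling gave 516 genes, of which 240 were down-regulated and 276 up-regulated, against 249 and 110, so the direction of the majority reversed. The cause was not tested.

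Median-of-ratios scaling changed the shares of down-regulated genes: to 49.0% in TF1 vs. TF6 from 66.3%, 55.1% in FL1 vs. FL4 from 69.2%, 49.8%, 49.6% and 48.7% in FL1 vs. FL5, FL6 and FL7 from 84.5%, 86.2% and 87.3%, 61.7% in TF1 vs. FL1 from 15.2%, and 50.3% in TF6 vs. FL7 from 85.0%. In FL1 vs. FL2 the share went to 41.3% from 74.0%, so the majority reversed, and in FL1 vs. FL3 to 52.5% from 76.1%. The share also rose in TF1 vs. TF2, to 69.6% from 52.9%. It rose in TF1 vs. TF4, to 55.6% from 36.9%, and in TF1 vs. TF5, to 54.7% from 35.9%. Scaling to the typical gene removes a shift common to most genes whatever its cause, so it does not show whether the excess of down-regulated genes is real.

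Of the limma counts, 28 of 35 stayed within 1.5 times the count reported. TFs vs. FLs gave 12 genes (8 down and 4 up), but 21 with median-of-ratios scaling (20 down and 1 up), 137 at the cutoffs of the paper without adjustment, and 90 with progress as a covariate. FL1 to FL4 vs. FL5 to FL7 gave 2880 genes, but 1762 with scaling, and from 2606 to 3107 across the 7 fits that each left out a library. The interaction gave 1335 genes, but 872 among genes with at least 3 RPKM in every library, 245 with scaling and 308 with time in hours. The cause was not tested.

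For single comparisons, the ratio of SUC2 in TF4 to TF3 was 1.45 with scaling against 1.80. In TF6 to TF3 it was 6.84 with scaling and 6.16 relative to ACT1 against 5.75, and in FL1 to FL7 2.75 and 4.07 against 6.36. For PMA1, the ratio of FL7 to TF6 was 2.83 with scaling and 3.64 relative to ACT1 against 2.06. The ratio of FL1 to TF1 was 0.676 with scaling against 0.915, and reversed to 1.27 relative to ACT1. With RPKM scaled to all reads of a library by the mapped share in Additional file 1, an alternative chosen after the values were seen, the SUC2 ratios were 2.89 in TF4 to TF3, 8.68 in TF6 to TF3 and 7.14 in FL1 to FL7, the PMA1 ratio of FL7 to TF6 was 1.92, and that of FL1 to TF1 reversed to 1.21. These ratios of single libraries have no replicate check, and the cause was not tested.

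The medians of the gene groups kept their direction and their side of the random lists in 38 of 42 cases. In TF1 vs. FL1, scaling reversed the flocculation genes to -0.0497, the H+-ATPase genes to -0.36 and the glycolysis genes to -0.27. In TFs vs. FLs the glycolysis genes kept their direction (0.56) and no longer lay outside the random lists. Among the RT-qPCR genes, the median log2 ratio to the first time point reversed relative to the endogenous gene in TF4 (0.23), TF6 (0.16) and FL7 (-0.20), and with scaling in TF6 (0.18) and FL4 (0.17).

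Scaling reversed the log2 ratio of FL to TF of single genes, mainly in TF1 vs. FL1: MUC1 -0.16, HRK1 -0.0557, AST1 -0.17, PHM8 -0.27, TPO2 -0.41, TOS6 -0.32, MET16 -0.25, MET4 -0.0313, RPI1 -0.19, SNZ3 -0.0843, THI13 -0.0672, HXK1 -0.34, GLK1 -0.27, PGI1 -0.23, FBA1 -0.42, TPI1 -0.14, TDH1 -0.14, TDH2 -0.32, GPM1 -0.39, ENO1 -0.0908, CDC19 -0.10, PYK2 -0.34, HOR2 -0.41, UBC6 -0.0440, RCK2 -0.0144, HAA1 -0.23 and FAR8 -0.18. In TFs vs. FLs it reversed FLO8 (0.0472), GLK1 (0.16), TDH3 (0.0131) and HOR2 (0.0764), and in TF6 vs. FL7 HXK1 (0.37), TPI1 (0.35), SSA1 (0.13) and HSC82 (0.33). Of the other values of single genes, 133 moved, 87 stayed the same, 4 no longer passed their threshold and 1 newly did. The cause was not tested.

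For the difference between FL1 to FL4 and FL5 to FL7, the median log2 RPKM fell by 0.68 and the number of expressed genes by 196 without the 50 highest genes, against 0.89 and 575. At a threshold of 1 RPKM the number of expressed genes fell by 127, and at 5 RPKM by 1022. Depth limits the lowest values, since 3 reads on a gene of 1 kb are worth up to 0.217 RPKM.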

Differences from the paper's values

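The second, enlarged reading of Fig. 3C and the scaling to all reads of a library were chosen only after the result was seen; the other alternatives named below were set before the data were examined.

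SUC2 rose from TF3 to TF4 by a factor of 1.80, against the paper's 3 for the rise when the feeding stopped. It was 1.45 with median-of-ratios scaling, 1.85 relative to ACT1 and 1.79 with a pseudocount of 1, and none of the alternatives set before the data were examined closed the gap. Scaling RPKM to all reads of a library, by the mapped share in Additional file 1, closed it with a factor of 2.89, but this alternative was chosen after the values were seen. The same statement of the paper, read as the rise from TF3 to TF6, stands against a factor of 5.75. It was 6.84 with scaling, 6.16 relative to ACT1 and 5.71 with a pseudocount, and again none of them closed the gap. It was 8.68 with the scaling to all reads, which was chosen after the values were seen and widened the gap.

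SUC2 was at 199.9 RPKM in TF2, against the paper's about 130 in Fig. 3C, read by eye. With median-of-ratios scaling it was 181, which is within 1.5 times the value of the figure but still above it. In TF3 it was at 121 RPKM against the paper's about 78 in Fig. 3C, read by eye, and 123 with scaling, which is not within 1.5 times. With RPKM scaled to all reads of a library, an alternative chosen after the values were seen, SUC2 was at 116 in TF2 and 63.9 in TF3, which closed both gaps by the same rule, below the figure in each case. In TF4, TF5, TF6 and FL1 the values of the figure were nearer to the deposited values than to those scaled in this way. In a first reading of the figure at lower magnification the points of TF2 and TF3 were placed slightly higher.

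The paper states that glycolysis genes were not differentially expressed between the conditions. By the ratio of means, ENO1 (2.07) and PYK2 (0.491) passed the ratio of 2 in TFs vs. FLs, and in TF6 vs. FL7, PGK1, ENO1 and ENO2 were up-regulated in FL7 and HXK2 and PYK2 were down-regulated. None of the 17 genes passed limma in TFs vs. FLs, while the limma interaction of condition with progress passed for ENO1 (1.57, adjusted p = 0.0437) and PYK2 (-3.64, adjusted p = 0.018).

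The paper names MET3 among the genes up-regulated in FL, and its ratio of means was 2.32, while its ratio of FL7 to TF6 was 0.563. For MET14 the ratio of means was 2.00, just short of the factor of 2, and for MET4 it was 1.29. The paper names RPI1, THI3, SNO2 and SNZ3 among the genes up-regulated in TF, and their ratios of means were 1.23, 1.17, 1.68 and 1.58. All 4 passed the ratio of 2 in TF6 vs. FL7.

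The paper states that the genes of flocculation were not up-regulated in FL, and FLO10 had a ratio of 2.02 in FL1 compared with TF1, which fell below 2 with median-of-ratios scaling (log2 ratio 0.51). The 5 others did not pass the ratio of 2 in FL in any of the comparisons between fermentations, except FLO8 in TF6 vs. FL7 with median-of-ratios scaling (log2 ratio 1.15).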

Other observations

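The tests of depth, of the number of expressed genes at a raised threshold, of the library sizes of FL, of the scale of Fig. 3C and of the share of down-regulated genes in TF6 vs. FL7 were chosen only after the result was seen; the others in this part were chosen before.

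FL1 to FL4 differed from FL5 to FL7 in 2880 genes with limma, and 1 of the 35 splits of the 7 FL libraries, the real one, gave as many. The highest other split gave 2430 genes. Acid content, time and the order of sampling all follow this split, and so the split says nothing about which of them is behind it.

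The median RPKM was lower in FL5 to FL7. A few genes taking most of the reads were tested as a cause by leaving out the 50 highest genes of each library, after which 76.7% of the difference was left. For the number of expressed genes, 34.0% of the difference was left at 3 RPKM, but leaving out genes raises the RPKM of the rest, and 75.1% was left at a threshold of 5.12 RPKM, where FL1 to FL4 hold a similar number of expressed genes as before. The FL values rest on nearly the same number of reads in all 7 libraries (15.7 to 16.0 M). Drawing every library down to the same number of reads could therefore change little, and 99.8% of the difference was left. The first of these tests left open that the number of expressed genes at a fixed threshold may depend in part on the highest genes. Since genes beyond the 50 highest could take up reads as well, and RPKM holds no measure of total RNA, a lower amount of mRNA per cell cannot be told apart from a change in its composition.

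Of the DE genes in TF6 vs. FL7, 85.0% were down-regulated, and 50.3% after median-of-ratios scaling. Scaling removes a shift common to most genes whatever its cause, so the excess cannot be told apart from the effect of a few genes taking most of the reads.

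The RPKM values of FL rest on fewer reads than Additional file 1 lists as mapped. If only the library size in the RPKM formula were smaller, RPKM times gene length would add up to more than the total that the reads used in the formula give, but the median ratio to that total over the FL libraries was 0.997. The counted reads themselves were thus fewer. No further explanation was tested.

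In the TFs vs. FLs list of Additional file 2, 387 of 388 descriptions and 2 of 388 names went with the RPKM values of their line, and 386 genes were found in both columns. A name column sorted apart from the others is a candidate explanation, but 386 of 388 is short of a full match, and the test was not decisive.

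For SUC2, the ratio of the values in Fig. 3C, read by eye, to the deposited values was lower in TF1 to TF3 than in TF4 to TF6, by a factor of 0.692. The share of mapped reads was lower in TF1 to TF3 by a factor of 0.699. Figure values scaled to all reads of a library could account for this ratio, which was found on the same values, but not for the level of the values. In TF4, TF5, TF6 and FL1 the figure, at about 210, 540, 670 and 220 in Fig. 3C, read by eye, was nearer to the deposited 217, 549, 693 and 226 RPKM than to the 185, 460, 555 and 189 RPKM that this scaling gave. The lower figure values in TF1 to TF3 thus remain unexplained.

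No chromosome stood apart in TFs vs. FLs. The largest distance of a chromosome median from the median over all nuclear genes was -0.0895 in log2 units (chromosome III, 160 genes), within the limit of 0.3 set for a change in the number of chromosome copies, and all 16 lay between -0.0895 and 0.0745.

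Of the 227 SNPs in genes that Additional file 7 lists as differing between alleles in TF or FL exclusively, 31 (13.7%) differed in allele counts between TF and FL at an adjusted p under 0.05 (Fisher's exact test, two-sided), and 68 at an unadjusted p under 0.05. At least 1 such SNP was found in 6 of 61 genes of TF and 9 of 33 genes of FL. The median SNP had 61 reads in TF and 112 in FL, and 12 lines with other than 2 alleles were not used. Sampling noise could account for some of the SNPs that did not pass, but this test cannot decide it. More SNPs were under an unadjusted p of 0.05 than chance alone gives. The genes were chosen by their allele counts in these conditions, however, and that choice can itself give such an excess. A test of single SNPs at these read numbers may also have less power than a call over a whole gene. A biological difference between the conditions was not tested for these genes.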
